# A liver-infiltrating CD4^+^ Tfh1 cell response predicts HCV control, hepatitis, and seroconversion during acute infection

**DOI:** 10.1172/JCI178089

**Published:** 2025-09-16

**Authors:** Heather Blasczyk, William Bremer, Christopher C. Phelps, Yan Zhou, David G. Bowen, Zhaohui Xu, Robert Lanford, Naglaa H. Shoukry, Arash Grakoui, Nicole Skinner, Christopher M. Walker

**Keywords:** Hepatology, Immunology, Cellular immune response, Hepatitis, T cells

## Abstract

Sustained CD4^+^ T cell immunity is required for resolution of acute hepatitis C virus (HCV) infection, but the response remains poorly characterized. Here, circulating CD4^+^ T cells with high programmed cell death 1 (PD-1) and ICOS coexpression were temporally associated with onset of virus control, seroconversion, and hepatitis in HCV-infected chimpanzees. Coproduction of T follicular helper (Tfh) (IL-21 and CXCL13) and Th1 (IFN-γ and TNF) cytokines after stimulation with HCV nonstructural proteins demonstrated that the response was predominately Tfh1 like and virus specific. Transcriptional analysis verified a Tfh1 lineage assignment. Effector-related genes such as *ADGRG1* (GPR56), *ZNF683* (Hobit), and *KLRB1* (CD161) were also expressed. HCV-specific PD-1^hi^ICOS^hi^ CD4^+^ Tfh1-like cells were enriched in liver, suggesting the potential for B and CD8^+^ T cell help at the site of virus replication. Most circulating and intrahepatic PD-1^hi^ICOS^hi^ CD4^+^ Tfh1-like cells did not express CXCR5 and therefore resembled CXCR5^–^CXCL13^+^ peripheral helper cells that infiltrate tumors and tissues inflamed by autoimmunity. PD-1^hi^ICOS^hi^ CD4^+^ Tfh1-like cells also peaked after hepatitis A virus infection, but the response was accelerated by several weeks compared with HCV infection. The PD-1^hi^ICOS^hi^ phenotype and temporal association between the peak response and alanine aminotransferase may provide markers to guide human studies of CD4^+^ T cell immunity against HCV and other hepatotropic viruses.

## Abstract 2

Immune responses the protect against persistent hepatitis C virus infection are poorly defined, complicating vaccine development. This study identifies a novel CD4+ T cell response at the site of virus replication.

## Introduction

Only 25%–30% of human hepatitis C virus (HCV) infections resolve spontaneously (1, 2). This outcome requires robust neutralizing antibody and CD8^+^ T cell responses that are highly dependent on sustained help, possibly from 3 distinct CD4^+^ T cell subsets (3–5). CD4^+^ Th1 cells that produce IFN-γ and TNF are a well-established feature of HCV infections that resolve (6–9). CD4^+^ Th17-like cells have also been associated with robust CD8^+^ T cell immunity and resolution of infection (10). More recently, CD4^+^ T follicular helper 1 (Tfh1) cells defined by expression of Tfh (programmed cell death 1 [PD-1], ICOS, and CXCR5) and Th1 (CXCR3) markers were detected in blood during acute primary HCV infection (11–13), after reinfection with the virus (14), and during direct-acting antiviral (DAA) treatment of chronic infection (15). Onset of the Tfh1-like response during acute infection coincided with expansion of HCV-specific B cells and seroconversion (11–13). The relationship between the Th1, Th17, and Tfh1-like CD4^+^ T cell subsets observed during acute HCV infection is not well defined. Partial overlap in function, for instance, production of IFN-γ and IL-21 by the Th17 and Tfh1-like subsets (10–13), suggests the potential for a close lineage relationship or plasticity during CD4^+^ T cell differentiation. Transcriptional and phenotypic analysis of CD4^+^ T cells during acute infection could help define the scope of protective helper responses in humans, but this remains challenging. CD4^+^ T cells target multiple HCV epitopes and circulate at low frequency, hampering class II tetramer visualization and enrichment. Surrogate markers for direct ex vivo identification of HCV-specific CD4^+^ T cells have not been established. Sampling of blood and liver for analysis of CD4^+^ T cell immunity is also complicated because acute hepatitis C is often clinically silent and the onset of adaptive immunity occurs over a wide and unpredictable time frame of several weeks to months after infection.

Studies of HCV-infected chimpanzees also provided insight into protective T cell immunity (16). As in humans, the CD4^+^ T cell response is broad, multifunctional, and susceptible to premature failure that results in chronic infection (16). Moreover, antibody-mediated depletion of CD4^+^ T cells from chimpanzees with naturally acquired protective immunity caused CD8^+^ T cell failure and persistence after HCV reinfection (17). Although this model is no longer available for research, cryopreserved PBMCs and liver mononuclear cells (LMCs) from completed studies provided an opportunity to characterize CD4^+^ T cell immunity during acute HCV infection. CD4^+^ T cells defined by high coexpression of PD-1 and ICOS expanded in blood. The response peaked with acute hepatitis and seroconversion, immediately before a sharp initial decline in viremia. PD-1^hi^ICOS^hi^ CD4^+^ [CD4^P/I(hi)^] T cells were predominately HCV specific and had a Tfh1-like transcriptional and functional profile. Most CD4^P/I(hi)^ T cells did not express CXCR5, the chemokine receptor required for Tfh cell homing to secondary lymphoid organs. The cells were highly enriched in the liver, suggesting the potential to direct formation of hepatic lymphoid structures that are an unexplained feature of HCV infection and to regulate B and CD8^+^ T cells at the site of virus replication.

## Results

### CD4^P/I(hi)^ T cell expansion and control of HCV replication.

CD4^+^ T cell immunity was assessed in 10 chimpanzees during acute HCV genotype 1a infection. Eight animals cleared the infection over 10–12 months of follow-up (Supplemental Figure 1, A–H; supplemental material available online with this article; https://doi.org/10.1172/JCI178089DS1). Two had low fluctuating viremia that persisted through termination of the study (Supplemental Figure 1, I and J). CD4^+^ T cells with high coexpression of the PD-1 and ICOS activation markers increased in frequency from approximately 0.1% at baseline to a peak of approximately 1%–2% between weeks 8 and 21 after infection (Supplemental Figure 1, A–J). Alignment of circulating CD4^P/I(hi)^ T cells from 10 animals by peak frequency (Figure 1A) revealed a temporal kinetic association with peak alanine aminotransferase (ALT) (Figure 1B) and initial control of viremia (Figure 1C). CD4^P/I(hi)^ T cells and serum ALT titers peaked at approximately the same time (average of 10.6 and 10.8 weeks after infection, respectively) (Figure 1, A and B) and were significantly correlated (Spearman’s *r* [*r*_s_] = 0.907, *P* ≤ 0.001) (Figure 1D). Initial control of virus replication, defined as a 2 log_10_ decline in serum HCV RNA titer, was observed approximately 2–3 weeks after the CD4^P/I(hi)^ T cell peak (average 13 weeks, range 8–26 weeks; *r*_s_ = 0.937, *P* ≤ 0.001) (Figure 1, C and E). This CD4^+^ T cell response also peaked in close temporal proximity to seroconversion against the HCV core and nonstructural (NS) proteins (average 10.6 versus 10.9 weeks, respectively; *r*_s_ = 0.820, *P* ≤ 0.01) (Figure 1F and Supplemental Figure 1K).

Temporal overlap of CD4^P/I(hi)^ T cell expansion, hepatitis, and seroconversion suggested that the response was HCV specific. This possibility was supported by a close kinetic relationship between CD4^+^ T cell responses measured by the PD-1^hi^ICOS^hi^ phenotype and by staining with *Pan troglodytes* (*Patr*) class II tetramers (Supplemental Table 1) containing HCV NS3 or NS4 epitopes (Figure 2). Responses measured by both approaches peaked at week 8 (4X0293, 4X0405, and 4X0526) or week 11 (4X0395) after infection and contracted in parallel with a sharp drop in viremia (Figure 2). Moreover, most class II tetramer–positive cells (~60%–90%) were located within the PD-1^hi^ICOS^hi^ gate at these peak time points (Figure 2). These observations suggested that the peak CD4^P/I(hi)^ T cell response was perhaps largely HCV specific. However, peak CD4^P/I(hi)^ T cell frequencies (~1.3%–2.0%) were considerably higher than those measured with the small panel of available class II tetramers (~0.02%–0.08%) (Supplemental Figure 2C), as predicted for a broad acute-phase response that can, in some individuals, target more than 20 discrete class II epitopes (6).

### Transcriptional signature of CD4^P/I(hi)^ T cells.

High PD-1 and ICOS coexpression could provide a surrogate marker for transcriptional and phenotypic analysis of HCV-specific CD4^+^ T cells without the limitations imposed by class II tetramers. RNA-Seq was undertaken to further define CD4^P/I(hi)^ T cells that expanded in response to HCV infection. 

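Gene counts from 13 libraries were analysed, 5 of CD4 P/I(hi), 4 of CD4 P/I(int) and 4 of CD4 P/I(lo) T cells, as the authors had counted them from PanTro6 alignments and without normalization. The animals were sampled at week 8 (4X0526, 4X0405 and 4X0339) or week 11 (4X0395) after infection. For 4X0312 the paper places the peak at week 9, while the sample labels give week 8. Between 12055835 and 16067287 counts per library were assigned to genes, with a median of 14450121 in CD4 P/I(hi), 13342302.5 in CD4 P/I(int) and 14162606.5 in CD4 P/I(lo) T cells. The median over all libraries was 13.7 M counts assigned to genes, while the depth that the paper states, 20 M reads per sample, is that of the sequencing itself. Any given library had counts on 15480 to 17802 genes, and 23249 genes had a count in some library. Counts were scaled by edgeR's trimmed mean of M values (TMM), and each pair of populations was compared by edgeR's quasi-likelihood F-test in a model of all 13 libraries, with Benjamini-Hochberg adjustment over the 14207 genes that passed its expression filter (edgeR padj). A gene was counted as a DEG at the paper's thresholds, a log_2_ fold change beyond 1.5 in either direction and padj below 0.05. Expression is given as TMM-scaled CPM, mean ± SD over the libraries of a population. Of the sorting markers, *PDCD1* was at 1158 ± 148 CPM in CD4 P/I(hi), 205 ± 85.6 in CD4 P/I(int) and 4.04 ± 3.25 in CD4 P/I(lo) T cells, and *ICOS* was at 1757 ± 384, 459 ± 66.2 and 237 ± 51.1 CPM in the same order. In the direct comparison of CD4 P/I(hi) with CD4 P/I(int) T cells, *PDCD1* had a log_2_ fold change of 2.50 (edgeR padj = 0.000474) and *ICOS* of 1.94 (edgeR padj = 2.72e-05).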

Circulating CD4^P/I(hi)^, CD4^P/I(int)^, and CD4^P/I(lo)^ T cells were sorted from 5 animals (4X0526, 4X0405, 4X0339, 4X0312, and 4X0395) at the peak of the CD4^P/I(hi)^ response (Supplemental Figure 1, B–F) using gates shown in Supplemental Figure 3A. 

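In DESeq2's regularized log values of the 500 most variable genes, population membership accounted for 75.2% of the variance between the 13 libraries (permutation p = 2e-05, where the smallest p that the permutations could give was 1e-05). The first principal component held 60.8% of the variance and ordered the libraries without overlap, from −29.4 to −23.8 in CD4 P/I(lo), −5.99 to −2.85 in CD4 P/I(int) and 22.97 to 28.99 in CD4 P/I(hi) T cells. The second component held 15.5% and was between 12.4 and 21.1 in CD4 P/I(int) T cells and negative in every CD4 P/I(hi) and CD4 P/I(lo) library. The share between populations moved most when all 14207 tested genes were used instead of the 500 most variable, to 56.7% (permutation p = 2e-05). With each library left out in turn, it stayed between 73.9% and 78.6%.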

All 3 populations yielded sufficient RNA for sequencing except for the CD4^P/I(lo)^ and CD4^P/I(int)^ T cells from animals 4X0312 and 4X0339, respectively, and were transcriptionally distinct by principal component analysis (Supplemental Figure 3B). Differentially expressed genes (DEGs) were identified by pairwise comparison of the effector CD4^P/I(hi)^ and CD4^P/I(int)^ populations with CD4^P/I(lo)^ T cells that were provisionally defined as naive (e.g., CCR7^+^CD45RA^+^) by immunostaining (Supplemental Figure 3, C and D). The CD4^P/I(hi)^ versus CD4^P/I(lo)^ T cell comparison yielded 1,712 DEGs (702 downregulated and 1,010 upregulated) (Supplemental Figure 3E). 

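At these thresholds, 1070 genes were higher and 740 lower in CD4 P/I(hi) than in CD4 P/I(lo) T cells by edgeR, and 4188 genes had edgeR padj below 0.05 at any fold change. DESeq2's Wald test, run on all 23249 genes with a count, gave 1272 higher and 911 lower and called 1788 of the 1810 edgeR DEGs. When that test also had a term for the animal it gave 1319 higher and 1060 lower, and 766 and 468 when its calls were limited to genes above a mean count of 50 and without LOC, TRNA or MIR names. With each library of either population left out in turn, edgeR gave 970 to 1140 genes higher and 656 to 760 lower.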

The CD4^P/I(int)^ T cells versus CD4^P/I(lo)^ comparison yielded 828 DEGs (249 downregulated and 579 upregulated) (Supplemental Figure 3E). 

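The CD4 P/I(int) T cells differed from CD4 P/I(lo) T cells in 495 genes that were higher and 152 that were lower by edgeR. The count of lower genes rose to 253, beside 668 higher, by DESeq2's Wald test, which called 641 of the 647 edgeR DEGs. It rose further to 374, beside 806 higher, when the animal was a term of that test. Leaving out each library of either population gave 365 to 539 genes higher and 112 to 177 lower by edgeR.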

The top 50 upregulated (Supplemental Table 2A) and downregulated (Supplemental Table 2B) DEGs in each comparison were identified by ranking for log_2_ fold change followed by adjusted *P* value (padj).

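Ranked in the same way by their edgeR log_2_ fold change, the 50 genes most increased in CD4 P/I(hi) T cells included 22 of the 50 in Supplemental Table 2A, and the 50 most decreased included 13 of those in Supplemental Table 2B. For CD4 P/I(int) T cells these numbers were 21 and 26. The ranking depends on the test more than the calls do. Of the tabulated genes that were tested, 50 of 50 and 49 of 49 were called in the stated direction for CD4 P/I(hi) T cells, and 46 of 49 and 41 of 49 for CD4 P/I(int) T cells. With the animal as a term of DESeq2's Wald test, the shared genes of the CD4 P/I(int) ranking fell to 1 increased and 0 decreased. That test was run without the expression filter, and 22 and 19 of its own top 50 had LOC names. It still called 50 of 50 and 49 of 49 of the tabulated genes in the stated direction. Of 197 tabulated log_2_ fold changes that could be compared in both populations, 0 were beyond its error. Many genes at the top of the ranking had no counts at all in the population they were compared with, so their fold change was bounded from a floor of 3 counts per library, equal to 0.17 to 0.279 TMM-scaled CPM. Such bounds, and the intervals given with small counts, cover counting error only. *ATP9A* was at least 121-fold higher in CD4 P/I(hi) than in CD4 P/I(lo) T cells (edgeR padj = 0.000576), and *ADAMTSL2* at least 32.2-fold lower (edgeR padj = 0.00125). *MPDZ* had no counts in CD4 P/I(int) T cells and was at least 47.4-fold lower than in CD4 P/I(lo) T cells (edgeR padj = 0.0147), or at least 14.5-fold without the CD4 P/I(lo) library of 4X0405, which held most of its counts. Between CD4 P/I(hi) and CD4 P/I(int) T cells, the log_2_ fold change of *ATP9A* was 4.65 (edgeR padj = 0.0144). The CD4 P/I(int) library of 4X0405 was the only library of that population with *ATP9A* counts. Without it no CD4 P/I(int) counts are left, so the size of the change is not measured. With all libraries, DESeq2 did not call *ATP9A* in this comparison (DESeq2 padj = 0.0828).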

The CD4^P/I(hi)^ T cell transcriptional signature was consistent with a response to infection. They were distinguished from sorted CD4^P/I(int)^ and CD4^P/I(lo)^ T cells by the proliferation, activation, and signaling modules of the blood transcriptome matrix (Supplemental Figure 3F) (18) and by upregulation of multiple genes associated with an activated state, such as *MKI67*, as well as *NFATC2* and *BCAT1*, which respond to upstream T cell receptor (TcR) signaling (Figure 3A) (19–22). 

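Proliferation was examined with the S phase and G2/M gene lists of the Seurat package, since the blood transcriptome modules were not used here. The 43 S phase genes had a mean log_2_ fold change of 1.91 in CD4 P/I(hi) over CD4 P/I(lo) T cells (camera padj = 0.0285), and the 50 tested G2/M genes a mean of 2.72 (camera padj = 0.00246). With the animal as a block, the S phase genes in this comparison were not called, with a camera padj of 0.0525, above the threshold of 0.05, at a mean of 1.92. Against CD4 P/I(int) T cells the means were 1.68 (camera padj = 0.0149) and 1.86 (camera padj = 0.00246). The S phase genes of CD4 P/I(int) over CD4 P/I(lo) T cells averaged 0.24 (camera padj = 0.733). The G2/M genes averaged 0.86 (camera padj = 0.0237), but 0.78 (camera padj = 0.0589) without the CD4 P/I(int) library of 4X0526 and 0.76 (camera padj = 0.0543) without that of 4X0312.

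*MKI67* was at 120.4 ± 56.6 CPM in CD4 P/I(hi), 3.37 ± 3.75 in CD4 P/I(int) and 2.52 ± 4.32 in CD4 P/I(lo) T cells. Its log_2_ fold change was 5.62 in CD4 P/I(hi) over CD4 P/I(lo) T cells (edgeR padj = 0.0013) and 5.14 over CD4 P/I(int) T cells (edgeR padj = 0.00466), while CD4 P/I(int) T cells were not called against CD4 P/I(lo) T cells (log_2_ fold change 0.47, edgeR padj = 0.856). Without the CD4 P/I(lo) library of 4X0339, which held most of the *MKI67* counts of that population, the values over CD4 P/I(lo) T cells reached 8.19 in CD4 P/I(hi) and 3.04 in CD4 P/I(int) T cells (edgeR padj = 0.1), and the latter was −0.58 without the CD4 P/I(int) library of 4X0312. *NFATC2* had a log_2_ fold change of 2.35 in CD4 P/I(hi) T cells (edgeR padj = 5.28e-06) and of 1.25 in CD4 P/I(int) T cells (edgeR padj = 0.00412), below the threshold of 1.5. *BCAT1* had no counts in CD4 P/I(lo) T cells and was at least 146-fold higher in CD4 P/I(hi) T cells (edgeR padj = 1.86e-05), against 15 counts over all 4 CD4 P/I(int) libraries (edgeR padj = 0.0889; DESeq2 padj = 0.0465). The log_2_ fold change of *BCAT1* between CD4 P/I(hi) and CD4 P/I(int) T cells was 6.64 (edgeR padj = 0.000284), or 9.67 without the CD4 P/I(int) library of 4X0405, which held 14 of those 15 counts.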

CD4^P/I(hi)^ T cells were also enriched in genes encoding public TcR clonotypes, as expected for a response to viral antigens (23). TcR vβ public clonotypes, defined as clones with the same *TRBV* and *TRBJ* genes and identical β chain complementarity determining region 3 (CDR3) sequences, were significantly increased in CD4^P/I(hi)^ T cells when compared with CD4^P/I(int)^ and CD4^P/I(lo)^ T cells (Figure 3B). Visual comparison of CDR3 sequences in the TcR β chain public clonotypes identified 2 potential amino acid motifs, YRGxAT and QxGQ, that were defined prior to statistical testing and were the only 2 motifs tested. Alignment of TcR β chain CDR3 sequences (for example, Supplemental Figure 3G) confirmed significant usage of both motifs among CD4^P/I(hi)^ T cell clonotypes. For instance, motif YRGxAT was found in 24 CD4^P/I(hi)^ T cell clonotypes and 0 CD4^P/I(lo)^ and CD4^P/I(int)^ clonotypes (Figure 3C).

A transcriptional signature for CD4^P/I(hi)^ T cells was further defined by analysis of immune-related DEGs. CIBERSORT, a computational tool with gene modules for deconvolution of 7 activated and resting T cell populations (24), verified that CD4^P/I(lo)^ T cells were naive (Figure 3D). This assignment was further supported by differential expression of naive genes such as *SELL*, *SCML1*, *FHIT*, *PECAM1*, and *LEF1* (Supplemental Figure 3H) (19, 21, 25, 26). 

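Naive genes were compared with CD4 P/I(lo) T cells as the reference. *SCML1* had log_2_ fold changes of −5.03 in CD4 P/I(hi) (edgeR padj = 7.13e-09) and −3.16 in CD4 P/I(int) T cells (edgeR padj = 2.63e-06), *FHIT* of −5.58 (edgeR padj = 1.3e-05) and −4.24 (edgeR padj = 0.000747), and *LEF1* of −1.91 (edgeR padj = 1.61e-06) and −2.19 (edgeR padj = 7.19e-06). *PECAM1* was at 22.2 ± 19.6 CPM in CD4 P/I(hi), 4.91 ± 1.35 in CD4 P/I(int) and 60.5 ± 23.9 in CD4 P/I(lo) T cells. It was called in CD4 P/I(int) T cells (log_2_ fold change −3.62, edgeR padj = 0.000476) but fell just short of the fold threshold in CD4 P/I(hi) T cells (log_2_ fold change −1.45, edgeR padj = 0.0244). That value was −2.16 without the CD4 P/I(hi) library of 4X0405, −1.65 without the CD4 P/I(lo) library of 4X0339, and −1.70 with the animal as a block (edgeR padj = 0.00206). In the direct comparison, *PECAM1* was higher in CD4 P/I(hi) than in CD4 P/I(int) T cells (log_2_ fold change 2.17, edgeR padj = 0.00799), or 1.46 without the CD4 P/I(hi) library of 4X0405.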

CD4^P/I(int)^ T cells were, along with the CD4^P/I(lo)^ and CD4^P/I(hi)^ populations, enriched in genes that comprise a resting memory module but were not otherwise defined by CIBERSORT (Figure 3D). CD4^P/I(hi)^ T cells that expanded in response to HCV infection were uniquely identified by the CIBERSORT follicular helper module (Figure 3D). 

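*CXCL13* was at 166 ± 108 CPM in CD4 P/I(hi) T cells (44.8 to 309.6), had no counts in any CD4 P/I(int) library and was at 0.057 ± 0.114 CPM in CD4 P/I(lo) T cells, where only the library of 4X0405 had counts. Its log_2_ fold change over CD4 P/I(lo) T cells was 11.13 (edgeR padj = 1.89e-06), and it was at least 702-fold higher than in CD4 P/I(int) T cells (edgeR padj = 1.21e-05). For the other 9 Tfh genes examined, log_2_ fold changes in CD4 P/I(hi) over CD4 P/I(lo) T cells ran from 1.71 for *BATF* (edgeR padj = 0.000111) to 4.61 for *POU2AF1* (edgeR padj = 0.000756), and all 10 were DEGs. Between were *TOX* (log_2_ fold change 4.03, edgeR padj = 4.89e-08), *CXCR5* (log_2_ fold change 2.80, edgeR padj = 7.56e-05), *SH2D1A* (log_2_ fold change 2.28, edgeR padj = 2.61e-05) and *BCL6* (log_2_ fold change 2.28, edgeR padj = 0.000454). Adjusted over the 10 genes alone, the same 10 were called. Of the 10, *TOX* alone was called in CD4 P/I(int) T cells (log_2_ fold change 1.54, edgeR padj = 0.000303), and its log_2_ fold change was 1.30 without the CD4 P/I(int) library of 4X0405 and 1.44 with the animal as a block. *BCL6* was just under the fold threshold in CD4 P/I(int) T cells (log_2_ fold change 1.48, edgeR padj = 0.0273) and passed it, at 1.70, 1.74 and 1.65, without the CD4 P/I(lo) library of 4X0395, the CD4 P/I(int) library of 4X0526 or the CD4 P/I(int) library of 4X0405. Tested directly, 6 of the 10 genes were called higher in CD4 P/I(hi) than in CD4 P/I(int) T cells (*CXCL13*, *TOX*, *POU2AF1*, *IRF4*, *SH2D1A* and *CXCR5*). At any fold change, 8 had edgeR padj below 0.05. *BCL6* was not among them (log_2_ fold change 0.79, edgeR padj = 0.168).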

A Tfh designation for CD4^P/I(hi)^ T cells was further supported by upregulation of *CXCL13*; transcription factors *BCL6*, *TOX*, *BATF*, *POU2AF1*, *IRF4*, and *IKZF3*; the SLAM-associated gene *SH2D1A*; chemokine receptor *CXCR5*; and *IL6R* required for IL-6–driven ICOS expression (27, 28) (Figure 3E). 

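*BTLA* was at 73.0 ± 18.3 CPM in CD4 P/I(hi), 6.75 ± 4.48 in CD4 P/I(int) and 4.83 ± 0.316 in CD4 P/I(lo) T cells, with a log_2_ fold change of 3.92 in CD4 P/I(hi) over CD4 P/I(lo) T cells (edgeR padj = 4.67e-06). *CTLA4* had log_2_ fold changes of 2.85 over CD4 P/I(lo) (edgeR padj = 2.61e-06) and 1.58 over CD4 P/I(int) T cells (edgeR padj = 0.000988). The latter was 1.48 without the CD4 P/I(int) library of 4X0395, 1.39 without the CD4 P/I(hi) library of 4X0526 and 1.49 with the animal as a block. Log_2_ fold changes in CD4 P/I(hi) over CD4 P/I(lo) T cells were 0.35 for *HAVCR2* (edgeR padj = 0.787), −0.21 for *KLRG1* (edgeR padj = 0.627), 0.03 for *CD244* (edgeR padj = 0.986) and −0.62 for *CD160* (edgeR padj = 0.576). In CD4 P/I(hi) T cells *KLRG1* was at 21.7 ± 6.98, *HAVCR2* at 2.46 ± 1.62, *CD244* at 2.25 ± 2.37 and *CD160* at 0.854 ± 0.61 CPM. The standard errors of the last 3 on the log_2_ scale were 0.825, 0.87 and 0.75, against 0.295 for *KLRG1*, so that small changes in these 3 genes could have gone unseen. None of the 4 was called by edgeR or DESeq2, and 0 had an unadjusted edgeR p below 0.05.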

Coinhibitory receptor genes *BTLA* and *CTLA4* were upregulated (Figure 3E), but others associated with exhaustion, including *HAVCR2* (T cell immunoglobulin mucin receptor 3 [TIM-3]), *KLRG1*, *CD244* (2B4), and *CD160*, were not (log_2_ fold change < 1.5 and padj > 0.05), as described for CD4^+^ T cells in humans with acute resolving HCV infection (29, 30).

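*EBI3* was at 9.95 ± 4.54 CPM in CD4 P/I(hi), 1.76 ± 0.989 in CD4 P/I(int) and 0.675 ± 0.572 in CD4 P/I(lo) T cells (log_2_ fold change 3.85, edgeR padj = 0.000303 in CD4 P/I(hi) over CD4 P/I(lo) T cells). *IL32* was at 525 ± 281 CPM in CD4 P/I(hi), 153 ± 58.2 in CD4 P/I(int) and 120.1 ± 54.8 in CD4 P/I(lo) T cells, with a log_2_ fold change of 2.13 over CD4 P/I(lo) T cells (edgeR padj = 0.00195). Compared with CD4 P/I(int) T cells, the log_2_ fold change was 2.49 for *EBI3* (edgeR padj = 0.00948) and 1.77 for *IL32* (edgeR padj = 0.0124). The *IL32* value was 1.49 without the CD4 P/I(hi) library of 4X0339 and 1.43 with the animal as a block.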

CD4^P/I(hi)^ T cells also expressed several genes not typical of the Tfh subset, including *EBI3*, a subunit of the IL-27, IL-35, and IL-39 cytokines (31), and the inflammatory cytokine *IL32* associated with liver injury in chronic hepatitis C (Figure 3E) (32). 

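*LGALS9* was at 68.8 ± 18.0 CPM in CD4 P/I(hi), 10.1 ± 4.00 in CD4 P/I(int) and 5.29 ± 3.4 in CD4 P/I(lo) T cells. The log_2_ fold change in CD4 P/I(hi) T cells was 3.71 over CD4 P/I(lo) (edgeR padj = 1.82e-05) and 2.77 over CD4 P/I(int) T cells (edgeR padj = 0.000554), with every CD4 P/I(hi) library above all others. *LGALS9* was not called in CD4 P/I(int) over CD4 P/I(lo) T cells (log_2_ fold change 0.94, edgeR padj = 0.209), though its unadjusted edgeR p was below 0.05.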

Upregulation of *LGALS9* (Figure 3E) was notable because the encoded galectin 9 (Gal-9) protein contributes to exhaustion of CD8^+^ T cells that express its TIM-3 (*HAVCR2*) receptor (10, 33, 34). Serum Gal-9 and CXCL13 titers increased as CD4^P/I(hi)^ T cells expanded in blood (Supplemental Figure 4, A–D). Both were significantly associated with the frequency of circulating CD4^P/I(hi)^ T cells (Supplemental Figure 4, E and F). CD4^P/I(hi)^ T cells also expressed *CD109*, which marks activated dengue virus–specific CD4^+^ T cells (35); costimulatory receptor *CD27*; integrin *ITGB8*; and the ectonucleotidase *ENTPD1* (CD39) (Figure 3E). 

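*ITGB8* had 600 counts over the 5 CD4 P/I(hi) libraries and none in any other library. It was at least 43.2-fold higher in CD4 P/I(hi) than in CD4 P/I(lo) T cells (edgeR padj = 2.49e-05) and at least 36.6-fold higher than in CD4 P/I(int) T cells (edgeR padj = 0.000128). *ENTPD1* was at 118 ± 33.0 CPM in CD4 P/I(hi), 14.0 ± 5.5 in CD4 P/I(int) and 7.69 ± 1.81 in CD4 P/I(lo) T cells (log_2_ fold change 3.95, edgeR padj = 3.88e-07 over CD4 P/I(lo) T cells). *CD109* had a log_2_ fold change of 4.84 over CD4 P/I(lo) T cells (edgeR padj = 0.00371). *CD27* was abundant in all populations, and rose from 74.4 ± 27.2 CPM in CD4 P/I(lo) to 239 ± 55.7 CPM in CD4 P/I(hi) T cells (log_2_ fold change 1.68, edgeR padj = 0.001). All 4 genes were also higher in CD4 P/I(hi) than in CD4 P/I(int) T cells, and none was called in CD4 P/I(int) over CD4 P/I(lo) T cells by edgeR or DESeq2, where edgeR padj was 0.0832 or above and only *ENTPD1* had an unadjusted edgeR p below 0.05.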

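*COTL1* was at 1664 ± 259.9 CPM in CD4 P/I(hi), 315 ± 37.6 in CD4 P/I(int) and 169 ± 75.7 in CD4 P/I(lo) T cells. Log_2_ fold changes in CD4 P/I(hi) over CD4 P/I(lo) T cells were 2.57 for *NR3C1* (edgeR padj = 7.99e-08), 3.59 for *NMB* (edgeR padj = 6.12e-08) and 3.30 for *COTL1* (edgeR padj = 3.85e-07). All 3 also changed in CD4 P/I(int) T cells, by amounts below the threshold of 1.5, with log_2_ fold changes of 1.43 (edgeR padj = 5.74e-05), 1.12 (edgeR padj = 0.00301) and 0.90 (edgeR padj = 0.0321) in the same order. The direct comparison of CD4 P/I(hi) with CD4 P/I(int) T cells gave 1.14 for *NR3C1* (edgeR padj = 0.000248), 2.47 for *NMB* (edgeR padj = 7.26e-06) and 2.40 for *COTL1* (edgeR padj = 2.72e-05).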

Other upregulated genes included *NR3C1*, *NMB*, and *COTL1* (Figure 3E), which are coordinately expressed with *PDCD1*, *CXCL13*, and *ENTPD1* by tumor infiltrating CD4^+^ T cells (36, 37). CD4^P/I(hi)^ T cells downregulated genes that inhibit Tfh differentiation (*IL2RA* and *SATB1*) or pathogenic function (*P2RX7*) and promote Th17 development (*ZBTB16*) (Figure 3E) (38–43).

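*SATB1* was at 15.2 ± 4.94 CPM in CD4 P/I(hi), 120.2 ± 31.3 in CD4 P/I(int) and 319 ± 38.8 in CD4 P/I(lo) T cells, and *IL2RA* at 9.36 ± 3.13, 94.8 ± 8.19 and 68.1 ± 29.9 CPM in the same order. Relative to CD4 P/I(lo) T cells, log_2_ fold changes in CD4 P/I(hi) T cells were −2.86 for *IL2RA* (edgeR padj = 2.74e-06), −4.39 for *SATB1* (edgeR padj = 6.12e-08), −3.89 for *P2RX7* (edgeR padj = 0.00288) and −3.79 for *ZBTB16* (edgeR padj = 0.00239). All 4 were also lower in CD4 P/I(hi) than in CD4 P/I(int) T cells, with log_2_ fold changes from −3.35 to −2.98 and edgeR padj from 7.26e-06 to 0.0154. In CD4 P/I(int) relative to CD4 P/I(lo) T cells only *SATB1* had edgeR padj below 0.05 (log_2_ fold change −1.41, edgeR padj = 0.00299), and it passed the fold threshold, at −1.53, without the CD4 P/I(int) library of 4X0395.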

The CD4^P/I(hi)^ T cell transcriptional profile also comprised immune-related genes that had a similar pattern of differential expression in CD4^P/I(int)^ T cells (Figure 3E). 

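Of the DEGs of both comparisons with CD4 P/I(lo) T cells, 346 were higher and 102 lower in CD4 P/I(hi) and CD4 P/I(int) T cells alike. Another 3 (*PHGDH*, *AUTS2* and *NDN*) changed in opposite directions. Both comparisons share the 4 CD4 P/I(lo) libraries, which alone makes their fold changes resemble each other. In 20 simulations of unchanged groups compared with shared controls, no gene was called in both comparisons. No gene was called there for CD4 P/I(hi) T cells at all, and at most 1 for CD4 P/I(int) T cells. The simulations therefore cannot tell what overlap would arise between populations with DEGs of their own. Across all tested genes the log_2_ fold changes of the comparisons had a correlation of 0.67, against a simulated median of 0.529 (0.509 to 0.563), and 72.1% had the same sign, against 67.7% (66.4% to 68.4%). The simulated libraries were independent of each other, whereas the CD4 P/I(hi) and CD4 P/I(int) libraries of an animal deviated together from their populations (correlations of 0.259 to 0.348). That pairing can raise the correlation and the share of equal signs too. Against it as the source of the genes called in both comparisons, 548 had the same direction by edgeR when the animal was a block, which takes out deviations common to an animal's libraries. Genes called in the same direction numbered 338 to 487 with each library left out in turn, the lowest without the CD4 P/I(lo) library of 4X0405. They numbered 687 by DESeq2's Wald test with the animal as a term, the alternative that moved the overlap most. Compared directly, CD4 P/I(hi) and CD4 P/I(int) T cells differed in 422 genes higher and 477 lower in CD4 P/I(hi) T cells.

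**Figure D1:**
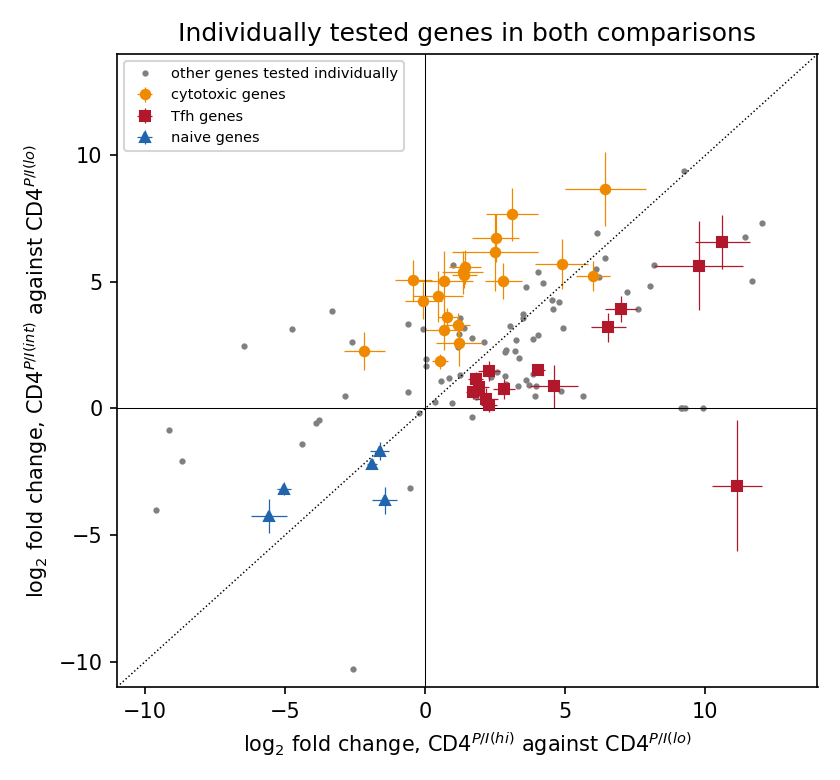
Log_2_ fold changes over CD4 P/I(lo) T cells of 118 tested genes named here, in CD4 P/I(hi) T cells on the horizontal and in CD4 P/I(int) T cells on the vertical axis, with standard errors for the cytotoxic, Tfh and naive genes and a dotted line of equal change. *CXCL13* lies furthest right among the Tfh genes, at 11.13, the cytotoxic genes lie above the line except *GZMA*, and values of genes without counts in a population depend on the small prior count of the model.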

Four genes associated with the Tfh lineage (*CD200*, *TIGIT*, *IL21*, and *IL10*) were upregulated by both sorted populations (Figure 3E) but were top 50 DEGs for CD4^P/I(hi)^ T cells only (Supplemental Table 2A), consistent with their dominant Tfh signature. Both populations also had a Th1 transcriptional profile defined by an equivalent fold increase in *CXCR3*; the *PRDM1*, *TBX21*, and *BHLHE40* transcription factors; and *IFNG*, a Th1 cytokine that was a top 50 DEG for CD4^P/I(hi)^ and CD4^P/I(int)^ T cells (Figure 3E and Supplemental Table 2A). 

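*TIGIT* was at 171 ± 39.5 CPM in CD4 P/I(hi), 20.6 ± 10.1 in CD4 P/I(int) and 1.37 ± 0.967 in CD4 P/I(lo) T cells, and *CD200* at 156 ± 37.6, 15.5 ± 7.74 and 1.67 ± 1.12 CPM in the same order. Over CD4 P/I(lo) T cells, the log_2_ fold change in CD4 P/I(hi) T cells was 6.54 for *CD200* (edgeR padj = 2.51e-06) and 6.99 for *TIGIT* (edgeR padj = 3.87e-07). The values in CD4 P/I(int) T cells were 3.21 (edgeR padj = 0.00218) and 3.93 (edgeR padj = 0.00016). Neither *IL21* nor *IL10* had counts in CD4 P/I(lo) T cells. *IL21* was at least 69.2-fold higher in CD4 P/I(hi) (edgeR padj = 5.64e-06) and at least 4.23-fold higher in CD4 P/I(int) T cells (edgeR padj = 0.0019). *IL10* was at least 38.8-fold higher in CD4 P/I(hi) T cells (edgeR padj = 0.000544), or at least 22.9-fold without the CD4 P/I(hi) library of 4X0526, but had only 21 counts over the 4 CD4 P/I(int) libraries, at least 2.26-fold higher without reaching the threshold (edgeR padj = 0.0639) and at the floor without the CD4 P/I(int) library of 4X0526. It was called there without the CD4 P/I(int) library of 4X0405 (edgeR padj = 0.0378), without the expression filter (edgeR padj = 0.0418), with the animal as a block (edgeR padj = 0.0144), and by DESeq2 (DESeq2 padj = 0.0035). Adjusted over these 4 genes alone, all 4 were called in both populations. All 4 were higher in CD4 P/I(hi) than in CD4 P/I(int) T cells, with log_2_ fold changes from 3.06 to 4.12, the last for *IL10* (edgeR padj = 0.0175), which gave 3.35 (edgeR padj = 0.0553) without the CD4 P/I(hi) library of 4X0526.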

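Log_2_ fold changes in CD4 P/I(hi) and CD4 P/I(int) over CD4 P/I(lo) T cells were 3.49 and 3.56 for *CXCR3*, 2.89 and 2.29 for *PRDM1*, 4.79 and 4.19 for *TBX21*, 3.01 and 3.24 for *BHLHE40*, and 6.10 and 5.50 for *IFNG*. All 10 values were called, with edgeR padj from 3.85e-07 to 1.15e-05 in CD4 P/I(hi) and from 2.63e-06 to 0.000133 in CD4 P/I(int) T cells. *IFNG* was at 24.9 ± 2.39 CPM in CD4 P/I(hi), 16.4 ± 6.62 in CD4 P/I(int) and 0.343 ± 0.436 in CD4 P/I(lo) T cells. In the direct comparison of CD4 P/I(hi) with CD4 P/I(int) T cells, none of the 5 was called by edgeR or DESeq2, with log_2_ fold changes from −0.23 to 0.60 and edgeR padj from 0.0772 for *PRDM1*, the 1 gene with an unadjusted edgeR p below 0.05, to 0.885 for *CXCR3*. The standard errors of these differences were 0.22 to 0.512.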

CD4^P/I(hi)^ T cell assignment to these lineages was confirmed by immunostaining (Supplemental Figure 5). Master regulators of Tfh (Bcl-6) and non-Tfh (Blimp-1 encoded by *PRDM1*) differentiation, and associated Th1 (T-bet encoded by *TBX21*) and Tfh or Th17 (c-Maf encoded by *MAF*) transcription factors, were significantly increased in CD4^P/I(hi)^ versus CD4^P/I(lo)^ T cells (Supplemental Figure 5, C–F). CD4^P/I(hi)^ and CD4^P/I(int)^ T cells were also assessed for differential expression of genes that define other Th subsets. CD4^P/I(int)^ T cells had a Th17/Th1 (Th17/1) transcriptional bias because they also upregulated the Th17-related genes *RORC*, *CCL20*, and *CCR6* (Figure 3E). 

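*CCL20* was at 0.893 ± 0.542 CPM in CD4 P/I(hi), 8.31 ± 2.26 in CD4 P/I(int) and 0.961 ± 0.957 in CD4 P/I(lo) T cells, and *CCR6* at 54.7 ± 20.0, 132 ± 29.2 and 24.4 ± 14.7 CPM. Log_2_ fold changes in CD4 P/I(int) over CD4 P/I(lo) T cells were 3.12 for *CCL20* (edgeR padj = 0.00672) and 2.44 for *CCR6* (edgeR padj = 0.000868). In CD4 P/I(hi) over CD4 P/I(lo) T cells, *CCL20* had a log_2_ fold change of −0.08 (edgeR padj = 0.938). *CCR6* rose by 1.16 (edgeR padj = 0.0228), below the fold threshold, or by 1.63 without the CD4 P/I(lo) library of 4X0339.

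Tested directly between CD4 P/I(hi) and CD4 P/I(int) T cells, *CCL20* had a log_2_ fold change of −3.20 (edgeR padj = 0.00248) and *CCR6* of −1.27 (edgeR padj = 0.0213).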

Th2 (*GATA3*) and Treg (*FOXP3*) transcription factor genes were not differentially expressed by CD4^P/I(hi)^ or CD4^P/I(int)^ T cells, consistent with upregulation of their *ZBTB32* and *HHEX* repressors (Figure 3E) (44, 45) and an absence of Th2 (*IL4*, *IL5*, and *IL13*) and Treg (*TGFB*) cytokine gene activity (log_2_ fold change < 1.5 and/or padj > 0.05).

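*GATA3* changed by less than the fold threshold, with log_2_ fold changes of 0.86 in CD4 P/I(hi) (edgeR padj = 0.00465) and 1.22 in CD4 P/I(int) over CD4 P/I(lo) T cells (edgeR padj = 0.00179). *FOXP3* gave 1.25 (edgeR padj = 0.0763) and 1.32 (edgeR padj = 0.148). *ZBTB32* was at 117 ± 23.5 CPM in CD4 P/I(hi), 9.29 ± 4.57 in CD4 P/I(int) and 0.624 ± 0.7 in CD4 P/I(lo) T cells, with log_2_ fold changes of 7.60 (edgeR padj = 3.88e-07) and 3.95 (edgeR padj = 0.000391) in CD4 P/I(hi) and CD4 P/I(int) T cells, and *HHEX* gave 4.02 (edgeR padj = 0.00109) and 5.39 (edgeR padj = 0.000621). For the Treg cytokine, *TGFB1* was taken, with log_2_ fold changes of 0.55 (edgeR padj = 0.457) and 1.07 (edgeR padj = 0.274). *IL13* varied widely between CD4 P/I(int) libraries, from 0.372 to 13.6 CPM, and was not called in CD4 P/I(int) (log_2_ fold change 3.33, edgeR padj = 0.222) or CD4 P/I(hi) T cells (log_2_ fold change −0.61, edgeR padj = 0.792). Between CD4 P/I(hi) and CD4 P/I(int) T cells it gave −3.94 (edgeR padj = 0.0829). The CD4 P/I(hi) library of 4X0312 held all *IL13* counts of that population. Without it *IL13* was called lower in CD4 P/I(hi) T cells (edgeR padj = 0.0121), but the size of the change is not measured. *IL4* and *IL5* were too low for the expression filter. Each had 1 count in CD4 P/I(lo) T cells, against 39 of *IL4* and 56 of *IL5* in CD4 P/I(int) T cells. These are ratios of 46.0 (counting interval 7.79 to 1865) and 66.1 (11.4 to 2658). The *IL5* counts of CD4 P/I(int) T cells were in the libraries of 4X0395 (31) and 4X0312 (25) alone. DESeq2, which was run without the filter, called *IL4* in CD4 P/I(int) T cells, and of the 4 tested genes of this list (*GATA3*, *FOXP3*, *IL13* and *TGFB1*), 2 in CD4 P/I(hi) and 3 in CD4 P/I(int) T cells had an unadjusted edgeR p below 0.05.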

Upregulation of other immune-related genes by CD4^P/I(hi)^ and CD4^P/I(int)^ T cells indicated overlap in effector/memory differentiation status, consistent with common central memory (CCR7^+^CD45RA^–^) and/or effector memory (CCR7^–^CD45RA^–^) phenotypes determined by immunostaining (Supplemental Figure 3, B and C). Both populations expressed *ADGRG1*, which encodes GPR56, a marker of effector memory CD4^+^ T cells in virus infections (46–48) and autoimmune diseases (20, 49). 

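*ADGRG1* was at 5.35 ± 2.75 CPM in CD4 P/I(hi), 12.3 ± 12.0 in CD4 P/I(int) and 0.434 ± 0.301 in CD4 P/I(lo) T cells. Its log_2_ fold changes over CD4 P/I(lo) T cells were 3.61 in CD4 P/I(hi) (edgeR padj = 0.0063) and 4.80 in CD4 P/I(int) T cells (edgeR padj = 0.00395), and CD4 P/I(hi) and CD4 P/I(int) T cells did not differ from each other (log_2_ fold change −1.20, edgeR padj = 0.307).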

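*KLRB1* was at 43.3 ± 20.2 CPM in CD4 P/I(hi), 20.4 ± 15.5 in CD4 P/I(int) and 3.06 ± 2.52 in CD4 P/I(lo) T cells, with log_2_ fold changes over CD4 P/I(lo) T cells of 3.84 (edgeR padj = 0.000187) and 2.75 (edgeR padj = 0.00705) in CD4 P/I(hi) and CD4 P/I(int) T cells. Between these it had a log_2_ fold change of 1.09 (edgeR padj = 0.175), or 1.77 (edgeR padj = 0.0298) without the CD4 P/I(int) library of 4X0526.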

CD4^P/I(hi)^ and CD4^P/I(int)^ T cells also upregulated *KLRB1* (CD161), which delineates a population of proinflammatory CD4^+^ T cells that infiltrate the liver during chronic HCV infection (Figure 3E) (50). 

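Among 18 further genes of this effector/memory list, all but *LTK* were DEGs both in CD4 P/I(hi) and in CD4 P/I(int) over CD4 P/I(lo) T cells. *ITGB1* was the most abundant, at 1774 ± 407 CPM in CD4 P/I(hi), 1160.0 ± 196 in CD4 P/I(int) and 246 ± 69.4 in CD4 P/I(lo) T cells (log_2_ fold changes 2.85 and 2.24, edgeR padj = 3.87e-07 and 1.94e-05). *ZNF683* had no counts in CD4 P/I(lo) T cells and was at least 26.6-fold higher in CD4 P/I(hi) (edgeR padj = 0.00056) and 29.4-fold higher in CD4 P/I(int) T cells (edgeR padj = 0.0019), the last at least 12.4-fold without the CD4 P/I(int) library of 4X0395. Leaving aside *ZNF683* and *LTK*, log_2_ fold changes of the other 16 genes were 1.66 to 8.00 in CD4 P/I(hi) and 2.00 to 6.92 in CD4 P/I(int) T cells. Only *PRSS23* (log_2_ fold change 3.18, edgeR padj = 0.00157) and *IL12RB2* (log_2_ fold change 1.72, edgeR padj = 0.00726) passed both thresholds between CD4 P/I(hi) and CD4 P/I(int) T cells. At any fold change, 5 genes had edgeR padj below 0.05 in that comparison. *TNFRSF4* gave 1.33 there, or 1.55 without the CD4 P/I(int) library of 4X0526.

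*CCR2* in CD4 P/I(int) T cells (log_2_ fold change 5.17, edgeR padj = 0.0178) was not called without the CD4 P/I(lo) libraries of 4X0395 (edgeR padj = 0.0555), 4X0526 (edgeR padj = 0.0583) or 4X0405 (edgeR padj = 0.0612), or with the animal as a block (edgeR padj = 0.0784).

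*IL18R1* in CD4 P/I(hi) T cells (log_2_ fold change 1.66, edgeR padj = 0.0153) fell to 1.19 without the CD4 P/I(hi) library of 4X0526, and without it the difference from CD4 P/I(int) T cells grew from −1.13 (edgeR padj = 0.0999) to −1.60 (edgeR padj = 0.0225). *IL18RAP* had log_2_ fold changes of 6.12 in CD4 P/I(hi) and 6.92 in CD4 P/I(int) T cells. Its CD4 P/I(lo) counts were in the library of 4X0526 alone, and without that library the size of these changes is not measured. The same holds for *PRSS23* (log_2_ fold change 4.83 in CD4 P/I(int) T cells), whose CD4 P/I(lo) counts were in the library of 4X0339 alone. *LTK* gave 1.37 in CD4 P/I(hi) (edgeR padj = 0.305) and 3.17 in CD4 P/I(int) T cells (edgeR padj = 0.0676). The CD4 P/I(lo) library of 4X0339 held it down, since without it the values were 3.44 (edgeR padj = 0.0188) and 5.24 (edgeR padj = 0.00643). With the animal as a block they were 2.48 (edgeR padj = 0.02) and 4.48 (edgeR padj = 0.00376). The CD4 P/I(int) comparison also called *LTK* without the CD4 P/I(int) library of 4X0395 (edgeR padj = 0.0416), without the expression filter (edgeR padj = 0.0499) and by DESeq2 (DESeq2 padj = 0.00871).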

Multiple additional genes associated with *ADGRG1* and/or *KLRB1* expression were upregulated, including transcription factors (*ZNF683*, *ZEB2*, *EOMES*, and *MAF*); chemokine (*CCR2*, *CCR5*, and *CXCR6*) and cytokine (*IL12RB2*, *IL18R1*, and *IL18RAP*) receptors; cathepsin H (*CTSH*); integrin (*ITGB1*); serine protease (*PRSS23*); tyrosine kinase (*LTK*); the ATP-dependent efflux pump *ABCB1* (MDR1); *HNRNPLL*, which regulates CD45 splicing; and receptors *TNFRSF4* (OX40), *TNFRSF18* (GITR), and *LAG3* (Figure 3E) (46, 47, 51). 

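*IL1A* had 2573 counts over the CD4 P/I(hi) libraries, 73 over the CD4 P/I(int) libraries and none in CD4 P/I(lo) T cells. It was at least 184-fold higher in CD4 P/I(hi) (edgeR padj = 3.85e-07) and at least 7.02-fold higher in CD4 P/I(int) T cells (edgeR padj = 0.00026) than in CD4 P/I(lo) T cells, and its log_2_ fold change between CD4 P/I(hi) and CD4 P/I(int) T cells was 4.70 (edgeR padj = 4.54e-05).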

The inflammatory *IL1A* cytokine gene that is expressed by effector/memory populations (52) was a top 50 DEG for CD4^P/I(hi)^ and CD4^P/I(int)^ T cells (Figure 3E and Supplemental Table 2A).

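*GZMA* was at 343 ± 178 CPM in CD4 P/I(hi), 203 ± 155 in CD4 P/I(int) and 5.38 ± 2.28 in CD4 P/I(lo) T cells. Its log_2_ fold changes over CD4 P/I(lo) T cells were 5.99 in CD4 P/I(hi) (edgeR padj = 3.9e-06) and 5.24 in CD4 P/I(int) T cells (edgeR padj = 5.22e-05). *FGFBP2* gave 4.87 (edgeR padj = 0.00114) and 5.72 (edgeR padj = 0.00164), and *SPON2* gave 2.79 (edgeR padj = 0.00454) and 5.03 (edgeR padj = 0.000353). *FASLG* had no counts in CD4 P/I(lo) T cells and was at least 3.82-fold higher in CD4 P/I(hi) (edgeR padj = 0.00457), or at least 2.47-fold without the CD4 P/I(hi) library of 4X0312, and at least 18.0-fold higher in CD4 P/I(int) T cells (edgeR padj = 0.00223). *GZMB* and *GZMH* had counts in all 5 CD4 P/I(hi) libraries, at 5.38 ± 3.21 and 4.23 ± 2.79 CPM, and were also called there by DESeq2 (DESeq2 padj = 0.0177 and 0.0123) and when the animal was a block (edgeR padj = 0.0298 and 0.0187). *GZMB* (log_2_ fold change 2.52, edgeR padj = 0.0314) was not called without the CD4 P/I(hi) library of 4X0395 (edgeR padj = 0.0659) or 4X0312 (edgeR padj = 0.057), or without the CD4 P/I(lo) library of 4X0395 (edgeR padj = 0.085), 4X0526 (edgeR padj = 0.071) or 4X0405 (edgeR padj = 0.0908). *GZMH* (log_2_ fold change 3.10, edgeR padj = 0.0203) was not called without those same CD4 P/I(lo) libraries, with edgeR padj of 0.062, 0.0523 and 0.0589.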

Several genes that are markers (*FGFBP2* and *SPON2*) or mediators (*GZMA*, *GZMB*, *GZMH*, and *FASLG*) of cytotoxic CD4^+^ T cell function were upregulated by CD4^P/I(hi)^ and CD4^P/I(int)^ T cells (Figure 3E). 

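In CD4 P/I(int) T cells *GZMB* was at 99.9 ± 62.9 CPM (log_2_ fold change 6.73, edgeR padj = 0.000303) and *GZMH* at 101 ± 76.1 CPM (log_2_ fold change 7.67, edgeR padj = 0.000224). Tested directly, 3 of the 6 genes were lower in CD4 P/I(hi) than in CD4 P/I(int) T cells, namely *GZMB* (log_2_ fold change −4.21, edgeR padj = 0.00141), *GZMH* (log_2_ fold change −4.57, edgeR padj = 0.00117) and *SPON2* (log_2_ fold change −2.24, edgeR padj = 0.0145). *FASLG* had a log_2_ fold change of −2.23 without reaching the threshold by edgeR (edgeR padj = 0.0976), and reached it by DESeq2 (DESeq2 padj = 0.0452). Adjusted over the 6 genes alone, *FASLG* was called as well. *FGFBP2* (log_2_ fold change −0.85, edgeR padj = 0.484) and *GZMA* (log_2_ fold change 0.75, edgeR padj = 0.319) did not differ between the populations.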

CD4^P/I(int)^ T cells had a more pronounced cytotoxic signature because these DEGs were, collectively, amongst the top 50 upregulated by this sorted population only (Supplemental Table 2A). Moreover, CD4^P/I(int)^ T cells, but not CD4^P/I(hi)^ T cells, were enriched in other cytotoxic/effector memory transcripts identified in human CMV (47, 53–55) and dengue virus–specific (46, 56) CD4^+^ T cells, including *GNLY*, *NKG7*, *CX3CR1*, *PRF1*, *S1PR5*, *HOPX*, *PLEK*, *CRTAM*, *CTSW*, *CMKLR1*, *CCL4*, *CCL5*, and the cytokines *TNF* and *METRNL* (IL-41) (Figure 3E and Supplemental Table 2A for *GNLY*, *NKG7*, *CCL4*, and *CCL5*). 

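*GNLY* was at 29.2 ± 21.8 CPM in CD4 P/I(hi), 1314 ± 781 in CD4 P/I(int) and 39.2 ± 27.4 in CD4 P/I(lo) T cells, with a log_2_ fold change of 5.07 in CD4 P/I(int) (edgeR padj = 0.00085) and −0.42 in CD4 P/I(hi) over CD4 P/I(lo) T cells (edgeR padj = 0.666). Of the 14 genes, 12 were DEGs in CD4 P/I(int) T cells, with log_2_ fold changes from 1.86 for *TNF* (edgeR padj = 0.00105) to 5.58 for *CCL4* (edgeR padj = 8.09e-05) among the 11 with more than 3 CD4 P/I(lo) counts. *CMKLR1* had a single-count background, its counts exceeding the 1 count in CD4 P/I(lo) T cells 112 times (counting interval 19.6 to 4476; edgeR padj = 0.0168). *CTSW* (log_2_ fold change 2.28, edgeR padj = 0.0715) and *PLEK* (log_2_ fold change 2.57, edgeR padj = 0.0844) were not called in CD4 P/I(int) T cells. Both were held back by the CD4 P/I(int) library of 4X0312, without which edgeR padj was 0.0249 for *CTSW* and 0.0425 for *PLEK*. With the animal as a block it was 0.00798 and 0.00654, with only CD4 P/I(int) and CD4 P/I(lo) T cells in the model 0.0485 and 0.0364. *CTSW* was also called without the expression filter (edgeR padj = 0.0433) and *PLEK* by DESeq2 (DESeq2 padj = 0.0174). Adjusted over the 14 genes alone, all 14 were called.

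None of the 14 was a DEG increased in CD4 P/I(hi) over CD4 P/I(lo) T cells by edgeR or DESeq2, and 5 had an unadjusted edgeR p below 0.05, 1 of them past the fold threshold in the decreasing direction. *CCL5* (log_2_ fold change 1.39, edgeR padj = 0.0261) and *HOPX* (log_2_ fold change 1.17, edgeR padj = 0.0499) had padj below 0.05 with fold changes under the threshold. *HOPX* passed it, at 1.83, without the CD4 P/I(lo) library of 4X0339. *CCL5* did so, at 1.54, 1.58 and 1.59, without the CD4 P/I(hi) library of 4X0339, the CD4 P/I(lo) library of 4X0526 or the CD4 P/I(hi) library of 4X0405, and *CCL4* (log_2_ fold change 1.42, edgeR padj = 0.0799) gave 1.95 (edgeR padj = 0.039) without the CD4 P/I(lo) library of 4X0395 and 1.67 (edgeR padj = 0.0332) without the CD4 P/I(hi) library of 4X0339. *CTSW* was a decreased DEG in CD4 P/I(hi) T cells (log_2_ fold change −2.17, edgeR padj = 0.0321), a call lost without the CD4 P/I(hi) library of 4X0339 (edgeR padj = 0.0545) or 4X0312 (edgeR padj = 0.0634) or the CD4 P/I(lo) library of 4X0526 (edgeR padj = 0.0565) or 4X0405 (edgeR padj = 0.132).

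Tested directly, 12 of the 14 were called lower in CD4 P/I(hi) than in CD4 P/I(int) T cells. *TNF* was lower there by less than the fold threshold (log_2_ fold change −1.33, edgeR padj = 0.00444), and *PLEK* was not called (log_2_ fold change −1.38, edgeR padj = 0.262). *PLEK* was called there with the animal as a block (edgeR padj = 0.0436), and *TNF* gave −1.51 without the CD4 P/I(hi) library of 4X0395. The *CRTAM* call in CD4 P/I(int) over CD4 P/I(lo) T cells (log_2_ fold change 3.10, edgeR padj = 0.0187) was lost without the CD4 P/I(int) library of 4X0526 (edgeR padj = 0.0548) or the CD4 P/I(lo) library of 4X0526 (edgeR padj = 0.0601) or 4X0405 (edgeR padj = 0.0615). Its call between CD4 P/I(hi) and CD4 P/I(int) T cells (log_2_ fold change −2.42, edgeR padj = 0.0268) was lost without the CD4 P/I(int) library of 4X0395 (edgeR padj = 0.0652) or 4X0526 (edgeR padj = 0.104) or the CD4 P/I(hi) library of 4X0339 (edgeR padj = 0.0574), 4X0405 (edgeR padj = 0.0647) or 4X0312 (edgeR padj = 0.0584). The *CMKLR1* call in CD4 P/I(int) over CD4 P/I(lo) T cells was lost without the CD4 P/I(lo) library of 4X0339 (edgeR padj = 0.0528), 4X0526 (edgeR padj = 0.0636) or 4X0405 (edgeR padj = 0.0684). Between CD4 P/I(hi) and CD4 P/I(int) T cells *CMKLR1* (log_2_ fold change −3.67, edgeR padj = 0.0399) was called with all libraries, but leaving out any of 8 of the 9 libraries of these populations gave edgeR padj from 0.0559 (4X0526, CD4 P/I(int)) to 0.11 (4X0405, CD4 P/I(int)). The exception was the CD4 P/I(hi) library of 4X0526, which held all *CMKLR1* counts of CD4 P/I(hi) T cells. Without it *CMKLR1* was called (edgeR padj = 0.00282), but the size of the change is not measured, since no CD4 P/I(hi) counts are left. With the animal as a block edgeR padj was 0.05.

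**Figure D2:**
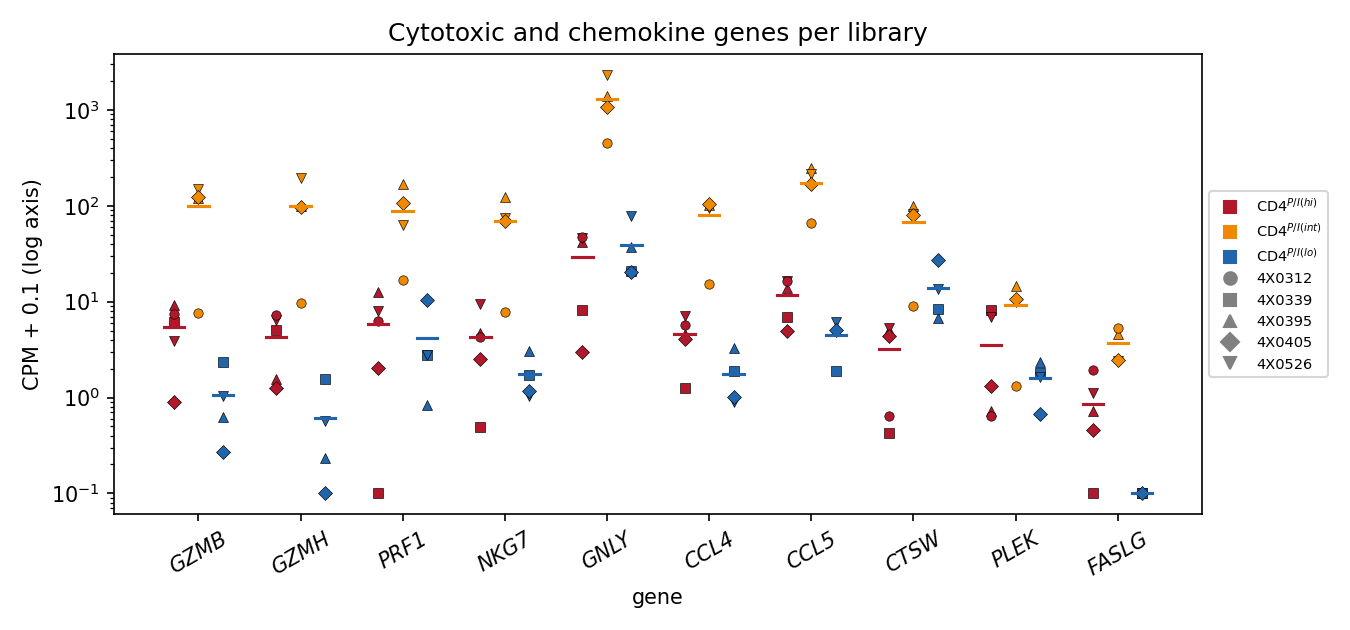
Expression of 10 cytotoxic and chemokine genes in each library, as TMM-scaled CPM plus 0.1 on a log axis, with 1 point per library coloured by population and shaped by animal and a bar at each population's mean. *GNLY* lies between 455 and 2324 CPM in CD4 P/I(int) and between 2.87 and 47.3 CPM in CD4 P/I(hi) T cells, and the CD4 P/I(int) library of 4X0312 (circle) is the lowest of its population for every gene shown but *FASLG*.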

A unique transcriptional signature for Th17/1-like CD4^P/I(int)^ T cells was further defined by upregulation of transcriptional repressor *ID2*, the β-2 adrenergic receptor *ADRB2*, the *TNFSF9* 4-1BB ligand, and *AUTS2*, a transcription activator associated with the Th17 subset and *KLRB1* (CD161) expression (26, 51) (Figure 3E). 

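*ID2* was at 126 ± 44.5 CPM in CD4 P/I(hi), 479.8 ± 122 in CD4 P/I(int) and 123 ± 36.0 in CD4 P/I(lo) T cells. Log_2_ fold changes in CD4 P/I(int) over CD4 P/I(lo) T cells were 1.97 for *ID2* (edgeR padj = 0.000353), 2.94 for *TNFSF9* (edgeR padj = 0.00149) and 2.63 for *AUTS2* (edgeR padj = 0.00334). *AUTS2* was at 1.08 ± 0.987 CPM in CD4 P/I(hi), 41.9 ± 11.2 in CD4 P/I(int) and 6.76 ± 2.72 in CD4 P/I(lo) T cells, and was a decreased DEG in CD4 P/I(hi) T cells (log_2_ fold change −2.62, edgeR padj = 0.000978). These 3 genes were lower in CD4 P/I(hi) than in CD4 P/I(int) T cells, with log_2_ fold changes from −5.26 for *AUTS2* (edgeR padj = 2.08e-05) to −1.74 for *TNFSF9* (edgeR padj = 0.0144). The last was −1.40 without the CD4 P/I(int) library of 4X0526.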

*HPGD*, associated with the Treg subset (57), was downregulated when compared with CD4^P/I(lo)^ and CD4^P/I(hi)^ T cells (Figure 3E).

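*HPGD* was at 38.6 ± 26.7 CPM in CD4 P/I(hi), 6.46 ± 3.64 in CD4 P/I(int) and 56.9 ± 23.3 in CD4 P/I(lo) T cells. In CD4 P/I(int) T cells its log_2_ fold change was −3.14 over CD4 P/I(lo) T cells (edgeR padj = 0.00285). It was higher in CD4 P/I(hi) than in CD4 P/I(int) T cells (log_2_ fold change 2.58, edgeR padj = 0.006) and did not differ between CD4 P/I(hi) and CD4 P/I(lo) T cells (log_2_ fold change −0.56, edgeR padj = 0.441).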

In summary, CD4^P/I(hi)^ and CD4^P/I(int)^ T cells had Tfh1 and cytotoxic Th17/1 transcriptional signatures, respectively. Both populations upregulated genes encoding IFN-γ and IL-21. 

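The evidence for *IL21* in CD4 P/I(int) T cells was the smaller, with 42 counts over 4 libraries (0.847 ± 0.559 CPM), against 970 counts over 5 libraries in CD4 P/I(hi) T cells (13.9 ± 5.87 CPM). The range for *IFNG* was 7.15 to 22.2 CPM in CD4 P/I(int), 23.0 to 27.6 CPM in CD4 P/I(hi) and 0 to 0.909 CPM in CD4 P/I(lo) T cells.

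Over the gene statements that the paper makes about these populations, 120 of 125 statements of an increase were called by edgeR, as were 14 of 15 of a decrease. None of 30 gene comparisons without a stated increase was called higher, among them those of *IL4* and *IL5*, which were not tested. The 6 not called as stated were *IL10*, *PLEK*, *CTSW* and *LTK* in CD4 P/I(int) T cells and *LTK* and *PECAM1* in CD4 P/I(hi) T cells. With the animal as a block the numbers were 124 of 125, with *CCR2* in CD4 P/I(int) T cells missing, 15 of 15 and again none of the 30. DESeq2's Wald test called 123 of the 125, but also *IL4* among the 30. A model of only the populations compared called 117 of the 125. With each library left out in turn, 113 to 121 of the 125 and 13 to 15 of the 15 were called. At most 2 of the 30 were then called higher. From the Tfh genes with *CXCL13* on the side of CD4 P/I(hi) T cells, the Th17 genes and the cytotoxic genes on the side of CD4 P/I(int) T cells, and a Th1 profile in both, the paper concludes that the CD4 P/I(hi) population carried a Tfh1 and the CD4 P/I(int) population a cytotoxic Th17/1 signature. For CD4 P/I(hi) T cells the paper also used the CIBERSORT follicular helper module and immunostaining of transcription factors, which were not analysed here. For the genes that part the populations, the direct comparison of CD4 P/I(hi) with CD4 P/I(int) T cells called 6 of 10 Tfh genes higher, 2 of 3 Th17 genes lower and 12 of 14 cytotoxic genes lower in CD4 P/I(hi) T cells. Of the 6 cytotoxic genes that the paper reports as increased in both populations, it called 3 lower. The paper chose these lists from the same libraries, so the tally is not independent support for its conclusion.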

CD4^P/I(hi)^ T cells that expanded only in response to HCV infection were enriched in public TcR clonotypes. They were also unique in upregulation of *CXCL13* and genes associated with activation, proliferation, and signaling typically initiated by TcR stimulation.

### CD4^P/I(hi)^ T cell function and antigen specificity.

Tfh1 function and HCV specificity of circulating CD4^P/I(hi)^ T cells was assessed by intracellular cytokine staining (ICS) before infection (Figure 4A) at week 8 (4X0405 and 4X0526) or 11 (4X0395) when the response peaked (Figure 4B) and at week 20 or 24 after apparent resolution of infection (Figure 4C). ICS was undertaken after stimulation of PBMCs with HCV NS3 and NS4-NS5A or the pp65 antigen of chimpanzee CMV (chCMV) that naturally infects most animals (Figure 4, A–C). NS3 and NS4-NS5A were confirmed as dominant targets of the CD4^+^ T cell response (Supplemental Figure 6A). An HCV-specific CD4^+^ T cell response was not detected before infection (week 0) (Figure 4A). HCV antigen–stimulated CD4^+^ T cells produced IL-21, IFN-γ, and TNF at the week 8 or 11 peak (Figure 4B) and at lower frequencies at week 20 or 24 after infection (Figure 4C). chCMV pp65–specific CD4^+^ T cells were detected by ICS at all 3 time points (Figure 4, A–C), as expected for a memory response.

The cytokine response elicited by NS3 and NS4-5A was restricted to CD4^P/I(hi)^ T cells at the peak of the response (Figure 4B). Individual cytokines (IL-21, TNF, or IFN-γ) were detected in a high frequency (range of ~5%–40%) of CD4^P/I(hi)^ T cells when stimulated with either antigen, compared with less than 0.1% of CD4^P/I(lo)^ and CD4^P/I(int)^ T cells (Figure 4B). IL-21 was the dominant cytokine, produced most often in combination with IFN-γ and/or TNF, as expected for a Tfh1 response (Figure 4, D and E). Few CD4^+^ T cells produced Th1 cytokines (IFN-γ and TNF) without IL-21. This analysis also demonstrated that a majority of CD4^P/I(hi)^ T cells were HCV specific. Approximately 70%–90% of CD4^P/I(hi)^ T cells from animals 4X0395, 4X0526, and 4X0405 produced at least 1 cytokine in response to NS3 and NS4-5A (Figure 4E).

CD4^P/I(hi)^ T cells also produced CXCL13 after (Figure 4B) but not before (Figure 4A) HCV infection. CXCL13^+^ CD4^+^ T cells were detected under all stimulation conditions, including those with no antigen or pp65 control antigen and therefore differed from IL-21, IFN-γ, and TNF responses that were strictly HCV antigen dependent (Figure 4B). Most CXCL13^+^ CD4^P/I(hi)^ T cells were nonetheless HCV specific because the majority (60.9%, 4X0395; 56.7%, 4X0526; 79.3%, 4X0405) coproduced at least 1 other cytokine (IL-21, IFN-γ, and/or TNF) after NS3-NS5A but not chCMV pp65 antigen stimulation (Figure 4, F and G). IL-21 was the dominant cytokine coproduced by CXCL13^+^ CD4^+^ T cells, and a subset expressed all 4 Tfh (IL-21 and CXCL13) and Th1 (IFN-γ and TNF) cytokines (Figure 4G).

HCV-specific CD4^P/I(hi)^ T cells were distinct from chCMV-specific CD4^+^ T cells at the peak of the response. chCMV-specific T cells retained a PD-1^int^ICOS^int^ phenotype at all 3 time points and did not produce CXCL13, either spontaneously or after pp65 stimulation (Figure 4, A–C). Moreover, the frequency of chCMV-specific CD4^+^ T cells that produced IL-21 after pp65 stimulation was comparatively low when compared with Th1 cytokines IFN-γ and TNF (Figure 4, A–C). These observations indicate that bystander chCMV pp65–specific CD4^+^ T cells did not acquire a full Tfh1 functional profile or PD-1^hi^ICOS^hi^ phenotype that defined HCV-specific CD4^P/I(hi)^ T cells at the peak of the response to infection. Functional HCV-specific CD4^+^ T cells remained in circulation at week 20 or 24 but at low frequency compared with the peak (Figure 4, B and C). Production of IL-21, IFN-γ, and TNF, but not CXCL13, required NS3 and NS4-5A stimulation (Figure 4C), as observed at the peak of the response (Figure 4B). Importantly, cytokine-positive CD4^+^ T cells shifted from a PD-1^hi^ICOS^hi^ phenotype at the peak (Figure 4B) to a PD-1^int^ICOS^int^ phenotype that overlapped with the memory chCMV–specific population (Figure 4C).

### CD4^P/I(hi)^ Tfh1 cells infiltrate the liver.

CD4^P/I(hi)^ T cells were detected in liver at week 10 or 11 after infection (Figure 5A). Frequencies ranged from 6% to 14% of intrahepatic CD4^+^ T cells (Figure 5A), an enrichment of approximately 5- to 10-fold (Supplemental Figure 7A) when compared with the peak in blood that coincided with liver sampling (4X0395) or preceded it by 2–3 weeks (4X0405, 4X0293, and 4X0526) (Supplemental Figure 1, A–D). A similar enrichment in liver was observed for HCV-specific CD4^+^ T cells visualized with class II tetramers (Supplemental Figure 7B). Intrahepatic CD4^P/I(hi)^ T cells represented a response to infection because they were not detected when liver was reassessed in 2 animals approximately 1 (4X0405) to 2 (4X0293) years after termination of viremia (Figure 5A). Almost all intrahepatic CD4^P/I(hi)^ T cells and class II tetramer–positive CD4^+^ T cells expressed chemokine receptors CXCR3 and CCR4 that mediate homing to the HCV-infected liver (Figure 5B) (58–61). CXCR5 was detected on a low frequency of liver-infiltrating CD4^P/I(hi)^ T cells (~12%) and class II tetramer–positive CD4^+^ T cells (~13%) (Figure 5B) in combination with CXCR3 and/or CCR4 (Figure 5, C and D).

Intrahepatic CD4^+^ T cell function was assessed by ICS (Figure 6, A and B). Approximately 40%–50% of CD4^P/I(hi)^ T cells produced IFN-γ and/or IL-21 after stimulation with NS3, an immunodominant antigen that comprises approximately 20% of the HCV proteome (Figure 6, C and D). Functional chCMV pp65–specific CD4^+^ T cells detected in liver by ICS had the same PD-1^int^ICOS^int^ phenotype as circulating populations (Figure 6, A and B). CXCL13 production by intrahepatic CD4^P/I(hi)^ T cells was again antigen independent, but as in blood they were at least partly HCV specific because approximately 30% (range of 27.4%–40.5%) coproduced IFN-γ and/or IL-21 after stimulation with NS3 but not chCMV pp65 (Figure 6, E and F). In summary, most CD4^P/I(hi)^ T cells that infiltrated liver during acute HCV infection expressed CXCR3 and CCR4, but not CXCR5 which is required for homing to germinal centers. They nonetheless had Tfh1 function defined by coproduction of IFN-γ, CXCL13, and/or IL-21 after HCV NS3 stimulation.

### CD4^P/I(hi)^ Tfh1 cell response to hepatitis A virus infection.

Two animals in this study (4X0293 and 4X0395) resolved acute hepatitis A virus (HAV) infection approximately 2 years before challenge with HCV (62). Control of acute infection was associated with a CD4^+^ T cell response targeting multiple HAV epitopes (62). Here, we demonstrated that this response comprised CD4^P/I(hi)^ T cells that resembled those detected after HCV infection. Circulating CD4^P/I(hi)^ T cells peaked in close temporal proximity to peak ALT (Figure 7, A and B). The HAV-specific helper response was accelerated when compared with acute HCV infection (Figure 2, A and B), as expected given a difference of several weeks in time to onset of adaptive responses and hepatocellular injury in humans and chimpanzees infected with these viruses (1, 16, 63). CD4^+^ T cell function was assessed by ICS after stimulation with dominant HAV peptide pools (VP4-VP1 for 4X0293 and 2A-3C for 4X0395) that each represent approximately 40% of the HAV polyprotein. HAV antigen–dependent production of IL-21 and IFN-γ as well as antigen-independent production of CXCL13 were mediated by CD4^P/I(hi)^ T cells but not CD4^P/I(lo)^ or CD4^P/I(int)^ T cells (Figure 7C). chCMV pp65 stimulation elicited an IFN-γ response by circulating CD4^P/I(int)^ T cells but not CD4^P/I(hi)^ T cells (Figure 7C), as observed during acute HCV infection approximately 2 years later (Figure 4, A and B). Approximately 50% of CD4^P/I(hi)^ T cells produced at least 1 cytokine after stimulation with HAV but not chCMV pp65 antigens (Figure 7D), indicating that they were enriched in HAV-specific populations.

## Discussion

HCV-specific CD4^+^ T cells were assessed in chimpanzees to better understand the complexity of a response ascribed to Th1, Th17, and Tfh subsets that overlap in expression of lineage-defining cytokines, such as IFN-γ and IL-21, and markers, such as CXCR3 (3, 6, 7, 10–12, 30). Class II tetramer–positive CD4^+^ T cells with high PD-1 and ICOS coexpression peaked transiently, but at low frequencies, as expected from other studies in HCV-infected humans and chimpanzees (64). Transcriptional and functional analysis was undertaken instead on a larger population of CD4^P/I(hi)^ T cells that expanded and contracted in parallel with the class II tetramer–positive CD4^+^ T cells. This temporal kinetic overlap suggested that most tetramer-negative CD4^P/I(hi)^ T cells were also HCV specific and not activated bystanders, a possibility supported by several observations. First, approximately 70%–90% of circulating CD4^P/I(hi)^ T cells produced IFN-γ, TNF, and/or IL-21 after direct ex vivo stimulation with NS3-NS5A, HCV antigens that were dominant targets of the CD4^+^ T helper response. CXCL13^+^ CD4^+^ T cells were also predominately HCV specific because most coproduced IL-21, TNF, and/or IFN-γ after stimulation with NS3-NS5A antigens. Second, transcriptional analysis indicated that CD4^P/I(hi)^ T cells were activated, proliferating, and enriched in public TcR clonotypes, as expected for an antiviral response (65, 66). Some upregulated genes, for instance, *BCAT1* and *NFATC2*, are responsive to upstream TcR signaling, suggesting that CD4^P/I(hi)^ T cell expansion was driven by HCV antigen recognition and not non-specific signaling by cytokines or other stimuli. Third, memory chCMV–specific CD4^+^ T cells, a dominant bystander population in blood and liver, did not acquire a PD-1^hi^ICOS^hi^ phenotype or produce CXCL13 during acute HCV infection. We favor the possibility that CD4^P/I(hi)^ T cells that did not respond to NS3-NS5A stimulation (~10%–30% of the total) targeted other structural (core/E1/E2) and nonstructural (NS5B) HCV antigens that were not included in the ICS assay because of limited mononuclear cell availability.

CD4^P/I(hi)^ T cells that expanded in response to HCV infection were Tfh1-like by transcriptional analysis. This hybrid subset assignment was confirmed by immunostaining for Tfh and Th1 transcription factors, cytokines, and chemokine receptors. CXCR5, a chemokine receptor required for Tfh cell migration to germinal centers, was a notable exception. The *CXCR5* gene was differentially expressed by CD4^P/I(hi)^ T cells, but the encoded receptor was detected on only 12% of them by immunostaining, similar to the 13% frequency detected on class II tetramer–positive populations. Most had a CXCR5^–^CXCR3^+^ phenotype that was strikingly similar to CXCR5^–^ Tfh-like cells that infiltrate tumors and tissues inflamed by autoimmune diseases, including the liver (designated T peripheral helper [Tph]) (26, 67–70). Whether Tph-like CD4^+^ T cells that produce CXCL13 are a common feature of virus infections is not known. They were detected in blood during SARS-CoV-2 infection and promoted a plasmablast response, but whether these CD4^+^ T cells were virus specific or infiltrated virus-infected airways was not assessed (71). Here, HCV-specific CD4^P/I(hi)^ T cells that produced CXCL13, IL-21, and IFN-γ were highly enriched in liver, the site of HCV replication. The anatomic location of CD4^P/I(hi)^ T cells remains to be established, but they could contribute to formation of hepatic lymphoid aggregates observed in some patients with acute hepatitis C (72–74). This possibility is supported by CXCL13 production and *SATB1* downregulation, a profile described for CD4^+^ Tph cells that form tertiary lymphoid structures in inflamed tissues and tumors (38, 75). CXCL13-mediated migration of B cells to lymphoid aggregates (76) could explain the significant temporal association between the peak CD4^P/I(hi)^ T cell response and HCV seroconversion observed here. This possibility is supported by detection of IgG^+^ plasma cells in liver lymphoid structures during acute hepatitis C in humans (77). Moreover, an earlier microarray analysis of chimpanzee liver documented upregulation of *CXCL13* and immunoglobulin genes at a time that coincided with the peak CD4^P/I(hi)^ T cell response in this study (78).

CD4^+^ T cells that produce IFN-γ and IL-21 promote CD8^+^ T cell responses and resolution of HCV infection (10). More recently, close proximity of intrahepatic CD8^+^ T cells to Tph-like CD4^+^ T cells that produced IL-21 and CXCL13 was associated with reversal of exhaustion after immune checkpoint inhibitor blockade in hepatocellular carcinoma (79). Here, CD4^P/I(hi)^ T cells also upregulated *LGALS9*, and frequencies in blood were positively associated with serum Gal-9 and CXCL13 titers. Gal-9 costimulates T cells in some models of infection (80, 81), but in acute hepatitis C, it may impair CD8^+^ T cells that express its TIM-3 receptor (10, 33, 82). Kupffer cells produce Gal-9 in the HCV-infected liver (33, 82). This study suggests that CD4^P/I(hi)^ T cells also contribute to its production, possibly in close proximity to intrahepatic CD8^+^ T cells.

CD4^P/I(hi)^ T cells that peaked with ALT upregulated a set of genes associated with cytotoxic function, including several granzymes. However, they did not have the full cytotoxic signature of CD4^P/I(int)^ T cells that upregulated, for instance, *GNLY*, *NKG7*, *PRF1*, and *CX3CR1*. We cannot exclude the possibility that CD4^P/I(hi)^ T cells were directly cytotoxic for hepatocytes, but they may act instead by providing help to CD8^+^ T cells thought to cause hepatocellular injury (83). Other indirect mechanisms of CD4^P/I(hi)^ T cell–mediated immunopathology are also possible. For instance, transcriptional analysis documented upregulation of the proinflammatory cytokine genes *IL1A* and *IL32*, as expected for activated T cells (52, 84). Whether IL-32 contributes to acute hepatocellular injury merits further study given its association with elevated ALT and portal inflammation in chronic HCV infection (32).

PD-1 and ICOS declined on functional HCV-specific CD4^+^ T cells with control of viremia, as observed in humans with resolving infections (29, 30). By week 20 or 24 they had a PD-1^int^ICOS^int^ phenotype equivalent to that measured on memory chCMV–specific CD4^+^ T cells. HCV-specific CD4^+^ Tfh1 cells may undergo further differentiation or repolarization to a more cytotoxic Th17/1 profile as they transition to a PD-1^int^ICOS^int^ phenotype with virus control, although this remains to be established. Tfh1 and Th17/1 CD4^+^ T cells that produce IFN-γ and IL-21 circulate in humans during acute HCV infection (10–12). Whether they represent 1 CD4^+^ T cell population that shifts in Th polarization over time, as suggested by this study, or 2 lineages that develop independently is not known. Further analysis of CD4^P/I(hi)^ T cells in chimpanzees and humans is needed to better define changes in lineage and differentiation as protective memory populations are formed.

This study has limitations. While CD4^+^ T cell responses are very similar in chimpanzees and humans, dominance of CXCR5^–^CXCR3^+^ CD4^P/I(hi)^ T cells that produce CXCL13 during acute HCV infection in humans remains to be confirmed. Additionally, the bulk RNA-Seq approach used here likely underestimated transcriptional complexity because it does not provide insight into coexpression of genes by individual CD4^P/I(hi)^ T cells or differences between the CXCR5^+^ and CXCR5^–^ populations. We also cannot exclude the possibility that some CD4^P/I(hi)^ T cells were activated bystanders, although as noted above a high percentage (~70%–90%) of them were HCV NS3-NS5A specific by ICS. Direct ex vivo HCV antigen stimulation during ICS also had the potential to increase PD-1 and ICOS expression. The stable CD4^P/I(int)^ phenotype of chCMV and late acute-phase HCV-specific CD4^+^ T cells after antigen stimulation argue against this possibility. Finally, our study did not track the onset or fate of CD4^+^ T cell responses in infections that persisted. Although speculative, it is possible that failure of Tfh1 CD4^+^ T cells to shift to a more cytotoxic effector memory Th17/1 profile late in acute infection, when virus replication is often substantially controlled but not eliminated, contributes to persistence. CD4^+^ T cells with a Tfh1 phenotype defined by ICOS, CXCR5, and/or CXCR3 coexpression were observed in the chronically infected liver (11, 85). Transcriptional analysis also demonstrated differential expression of *CXCL13* by circulating HCV-specific CD4^+^ T cells during chronic infection and a decline in this chemokine gene after DAA treatment, possibly reflecting reduced germinal center activity (15). Further study is required to determine if intrahepatic HCV-specific CD4^P/I(hi)^ Tfh1-like cells that produce CXCL13 persist into the chronic phase, where they could contribute to ongoing formation of liver lymphoid structures (85) and high serum CXCL13 titers that decline with DAA treatment (15).

In summary, this study demonstrated an association between expansion of CXCR5^–^ Tfh1-like CD4^+^ T cells, hepatocellular injury, and initial control of HCV replication. These CD4^+^ T cells infiltrated liver and produced CXCL13 that may contribute to formation of lymphoid aggregates observed in the HCV-infected liver. High PD-1 and ICOS coexpression may be a tractable surrogate marker of HCV-specific CD4^+^ T cells that are not easily studied with class II tetramers. Similarly, serum ALT provided a signal for peak expansion in blood and could be used to refine sampling intervals in human subjects. Finally, these findings are likely relevant to development of a protective HCV vaccine and perhaps more broadly to control of infection with other hepatotropic viruses. HCV vaccine development has focused on priming of CD4^+^ Th1 cells given their importance to development of CD8^+^ T cell immunity. This study, and others that described Tfh1-like responses and seroconversion against HCV (11, 12), suggest that vaccine strategies to induce a similar response in blood and possibly liver may be more successful in preventing HCV persistence.

## Methods

### Sex as a biological variable.

Our study examined samples from male (*n* = 6) and female (*n* = 4) animals. While sex-related differences in HCV infection outcome are well established in humans, it was not considered as a biological variable in this study of CD4^+^ T cell immunity. Samples from 10 chimpanzees were included in this study, a large number for this species, but it was not sufficient to assess sex as a biological variable given large individual differences in the time to onset of immunity and infection outcome.

### Samples.

Studies were conducted with cryopreserved serum, blood, and LMC specimens collected as described (17, 62, 86, 87) from 10 HCV genotype 1a–infected adult chimpanzees between May 3, 2005, and May 30, 2013, at the Texas Biomedical Research Institute. Samples were also collected from 2 chimpanzees (4X0293 and 4X0395) during infection with HAV strain HM175 as described (62). The HAV infection resolved 2 years before HCV challenge of these animals.

### Peptide pools.

The 430 peptides (18 aa in length overlapping by 11 aa) were grouped into 9 pools covering HCV WT 1/910 polyprotein sequence for core/E1 (aa 1–389), E2 (aa 379–746), p7/NS2 (aa 736–1,040), NS3-1 (aa 1,030–1,355), NS3-2 (aa 1,345–1,670), NS4A/B (aa 1,660–1,985), NS5A (aa 1,975–2,433), NS5B-1 (aa 2,423–2,734), and NS5B-2 (aa 2,724–3,011). A total of 199 of those peptides were also grouped into 2 pools covering HCV for NS3 (aa 1,030–1,670) and NS4-5A (aa 1,660-2,433). Sixty-eight peptides (18 aa in length overlapping by 10 aa) covering the entire chCMV pp65 sequence were combined into 1 pool. A total of 173 peptides (20 aa in length overlapping by 10 aa) were grouped into 2 pools covering the WT HM175 polyprotein sequence for VP4-VP1 (aa 1–821) and 2A-3C (aa 811–1,751). Peptides were dissolved in sterile water containing 10% DMSO. ICS assays used a final concentration of 2 μg/mL for each peptide.

### Tetramers.

*Patr* class II HCV tetramers (NS3_1248_, NS4b_1761_, NS4b_1825_, and NS4b_1842_) were produced at the NIH Tetramer Facility and are described in Supplemental Table 1. Biotinylated class II monomers were tetramerized at 22°C by adding 20 μL of SA-PE (Agilent) 10 times every 10 minutes for a total of 200 μL SA-PE to 200 g of monomer.

### Antibodies.

Flow cytometry experiments used antibodies for surface markers, chemokine receptors, transcription factors, and intracellular cytokines and chemokines. Antibody details including clone, fluorophore, dilution, and vendor are provided in Supplemental Table 3.

### Flow cytometry assays.

Thawed PBMCs and LMCs were stained with fluorochrome-conjugated antibodies (Supplemental Table 3). All staining and incubations were done at 4°C unless otherwise indicated. Brilliant Stain Buffer (BD Biosciences) was used for antibody dilutions when appropriate. Prior to tetramer staining, cells were blocked with PBS + 20% human serum for 20 minutes. SA-PE–labeled tetramers were diluted 1:200 or 1:400 in FACS buffer (PBS with 2% FBS and 0.1% NaN_3_) and incubated with cells for 30 minutes. Cells were stained with surface antibodies (CD3, CD4, CD8, CD14, CD16, CD19, PD-1, ICOS, CD45RA, and CCR7) for 30 minutes in FACS buffer. Antibody staining for chemokine receptors (CCR4, CXCR3, and CXCR5) was done in PBS with 2% FBS at 37°C for 15 minutes. For ICS, the Intracellular Fixation and Permeabilization Buffer Set (Invitrogen) was used following 16 hours of peptide stimulation of indicated peptide pools at 37°C, 5% CO_2_ in the presence of protein transport inhibitors GolgiPlug and GolgiStop (both BD Biosciences). Permeabilization was done at 22°C for 20 minutes. Cytokines/chemokines (IL-2, IFN-γ, IL-21, TNF, and CXCL13) were stained internally with antibodies diluted in Perm Buffer (Invitrogen) for 30 minutes. Intracellular staining of transcription factors was done using the FOXP3/Transcription Factor Staining Buffer Set (Invitrogen) with a 16-hour permeabilization step and a 3-hour transcription factor antibody stain (BCL-6, BLIMP-1, c-Maf, and T-bet). Viability staining was included in all assays and utilized either Fixable Viability Dye Green or Near-IR (Invitrogen; 1:1,000 dilution in PBS) with 10 or 20 minutes of staining, respectively. Data were acquired on a LSRII or LSR Fortessa cytometer (BD Biosciences) with FACSDiva software (versions 8.0 and 9.0, respectively; BD Biosciences). Cells were sorted using the Influx Cell Sorter (BD Biosciences) with Sortware software (version 1.2.0.142; BD Biosciences). Data were analyzed with FlowJo software (version 10; BD Biosciences).

### RNA-Seq.

Cells were sorted at 4°C by flow cytometry into tubes containing RPMI. Following centrifugation at 600*g* for 10 minutes at 4°C and removal of supernatant, cells were homogenized in 350 μL Buffer RLT (Qiagen) containing 1% 2-mercaptoethanol and extracted using the RNeasy Micro kit (Qiagen) with on-column DNase digestion. RNA quality was assessed using an Agilent 5300 fragment analyzer (Agilent), and 0.5 ng of total RNA was used as input for cDNA synthesis using the Clontech SMART-Seq v4 Ultra Low Input RNA kit (Takara Bio) according to the manufacturer’s instructions. Amplified cDNA was fragmented and appended with dual-indexed barcodes using the Nextera XT DNA Library Preparation Kit (Illumina). Libraries were validated by capillary electrophoresis on a fragment analyzer, pooled at equimolar concentrations, and sequenced on an Illumina NovaSeq 6000 at 100 single reads, yielding 20 million reads per sample. Alignment was performed using STAR version 2.7.3a (88), and transcripts were annotated using the PanTro6 assembly and annotation of the chimpanzee genome (National Center for Biotechnology Information [NCBI] accession GCF_002880755.1). Transcript abundance estimates were calculated internal to the STAR aligner using the htseq-count algorithm (89). DESeq2 was used for normalization (90), producing both a normalized read count table and a regularized log expression table.

TcR sequences were extracted from RNA-Seq reads based on alignment with reference V, D, J, and C genes (GenBank) and were grouped into clonotypes based on CDR3 nucleotide sequence using the software MiXCR (version 4.3.2) through the RNA-Seq pipeline (91). All further analysis was written in R and executed within RStudio (version 4.3.1).

### Chemokine quantification.

Circulating quantities of chemokines were determined using the Bio-Plex Pro Human Chemokine Assay (Bio-Rad) per the manufacturer’s protocol. Briefly, EDTA plasma was thawed on ice, centrifuged at 10,000*g* for 10 minutes at 4°C, and diluted 1:4 with sample diluent HB. Diluted samples, standards, blank, and controls were run in duplicate. Following the antibody staining steps, the assay was read on a Bio-Plex 200 System (Bio-Rad) and analyzed using the Bio-Plex Manager Software (version 6.2; Bio-Rad).

### Gal-9 quantification.

Circulating quantities of Gal-9 were determined using the Human Galectin-9 ELISA Kit (Invitrogen) per the manufacturer’s protocol. Briefly, frozen EDTA plasma was thawed, centrifuged at 10,000*g* for 10 minutes, and diluted 1:5 with 1× assay diluent D. Diluted samples, standards, and blanks were run in duplicate and incubated in the precoated ELISA plate overnight (16 hours) at 4°C with gentle shaking. Following the remaining protocol steps, the assay was read at 450 nm on a BioTek Synergy HTX Multi-Mode Microplate Reader (Agilent) and analyzed using GraphPad Prism software (version 10).

### HCV seroconversion.

Seroconversion to multiple HCV proteins was determined using the Chiron RIBA HCV 3.0 strip immunoblot assay (Novartis Corporation) per the manufacturer’s protocol. Briefly, frozen EDTA plasma was thawed and added to a RIBA strip with specimen diluent. Following a 4-hour incubation at 22°C, the liquid was aspirated, and the strip was incubated for an additional 30 minutes at 22°C in specimen diluent. The strip was washed with working wash buffer and incubated in conjugate for 10 minutes at 22°C. Another wash step was performed, and the strip was incubated for 20 minutes in working substrate at 22°C. After the strip was rinsed with deionized water, it was air-dried in the dark for 1 hour prior to interpretation. The score was determined by comparison of band intensity of HCV antigens and internal controls on each strip.

### Statistics.

Statistical analysis was performed using GraphPad Prism software (version 10) or coded into R using RStudio (versions 4.3.1 and 4.3.2). Statistical significance was calculated by Spearman’s rank correlation, Fisher’s exact test with the Benjamini-Hochberg correction for multiple comparisons, Kruskal-Wallis test with Dunn’s correction for multiple comparisons, Mann-Whitney *U* test, and repeated measures correlation. The statistical test used is indicated in the figure legends. *P* values less than 0.05 were considered statistically significant. All available data were included in the analysis.

### Study approval.

All studies described in this manuscript were funded by the NIH and approved by the Chimpanzee Research Use Panel, Office of the Director, NIH. All samples were collected in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 1996 and 2011) and approved by the IACUC of the Texas Biomedical Research Institute, where the studies were conducted.

### Data availability.

Data values for all graphs are provided in the Supporting Data Values file. RNA-Seq data are available through the NCBI Gene Expression Omnibus (accession GSE247812).

## Author contributions

HB and WB (co–first authors) contributed equally to designing and conducting experiments, acquiring and analyzing data, and preparing figures for publication. HB had primary responsibility for planning and scheduling experiments involving CD4^+^ T cells and is therefore assigned as lead co–first author. YZ, DGB, and RL conducted experiments and established the PBMC and LMC sample bank used in this study. ZX analyzed data (RNA-Seq informatics). CCP and NHS contributed to experimental design and data interpretation. AG managed RNA-Seq experiments and contributed to experimental design. NS analyzed data (TcR sequence analysis). CMW conceived and supervised the study, designed experiments, analyzed data, and wrote the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- National Institute of Allergy and Infectious Diseases of the NIH under award numbers R01AI126890, R01AI190069, and U01AI131313 to CMW.
- National Institute of Allergy and Infectious Diseases of the NIH under award numbers R01AI136533 and U19AI159819 to AG and NHS.
- NIH under award number ORIP/OD P51OD011132 (formerly NCRR P51RR000165) to the Emory National Primate Research Center.
- Canadian Institutes of Health Research grant PJT-173467 to NHS.
- NIH P51OD011132 to Yerkes NHP Genomics Core.
- NIH S10 OD026799, for funding of Illumina NovaSeq 6000.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
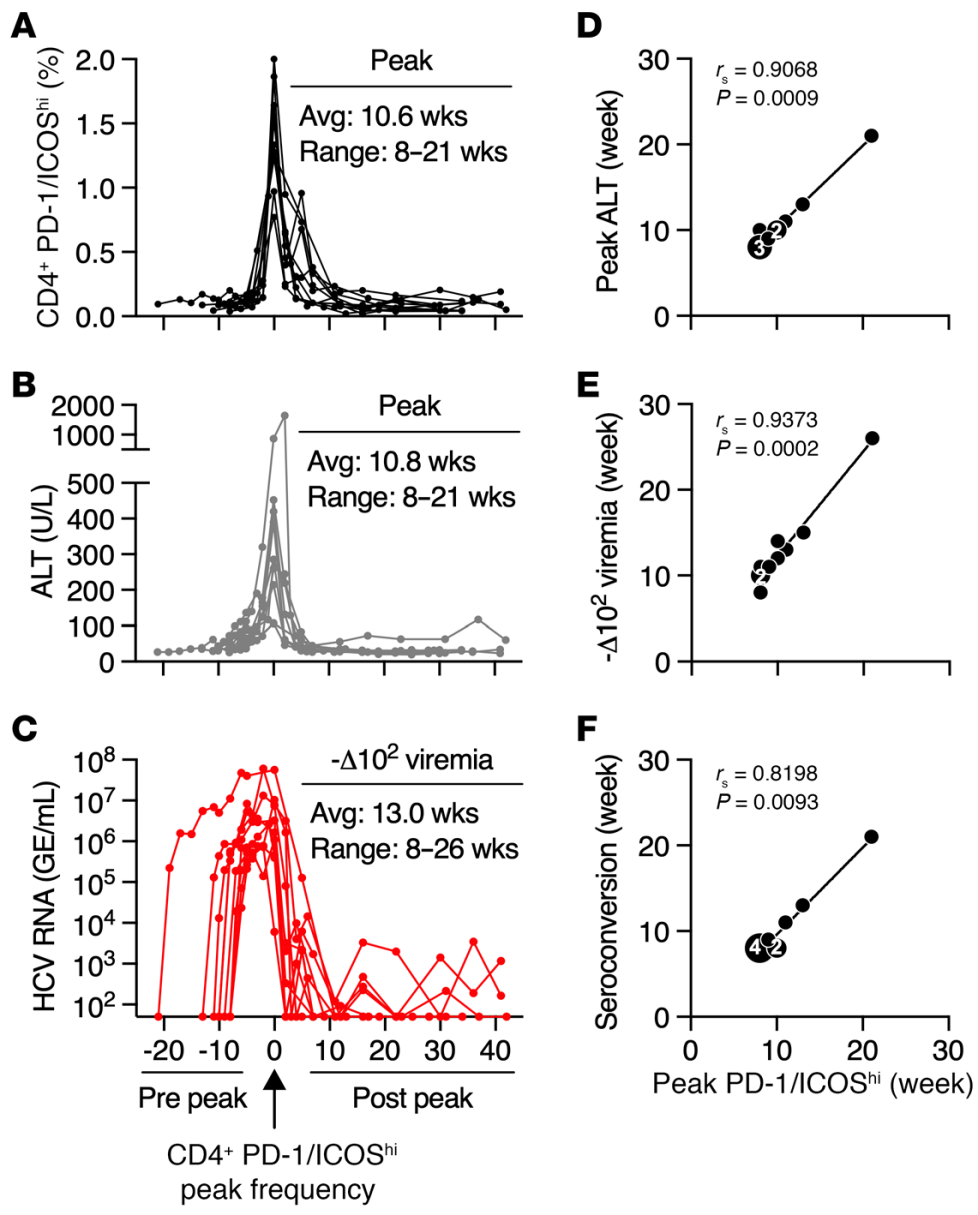
Acute HCV infection profile. Temporal alignment of circulating (**A**) CD4^P/I(hi)^ T cells, (**B**) ALT, and (**C**) HCV serum RNA titer by peak CD4^P/I(hi)^ T cell frequency in 10 HCV genotype 1a–infected animals. The CD4^P/I(hi)^ T cell gate is shown for a representative animal (Supplemental Figure 2A). The week when CD4^P/I(hi)^ T cell frequencies peaked (*x* axis) is plotted against the week of (**D**) peak ALT, (**E**) >2 log_10_ decline in HCV viremia, and (**F**) HCV core and NS protein seroconversion (*y* axis). Numbers within symbols indicate overlapping data points. Significance was determined using Spearman’s rank correlation with *P* values shown.

**Figure 2:**
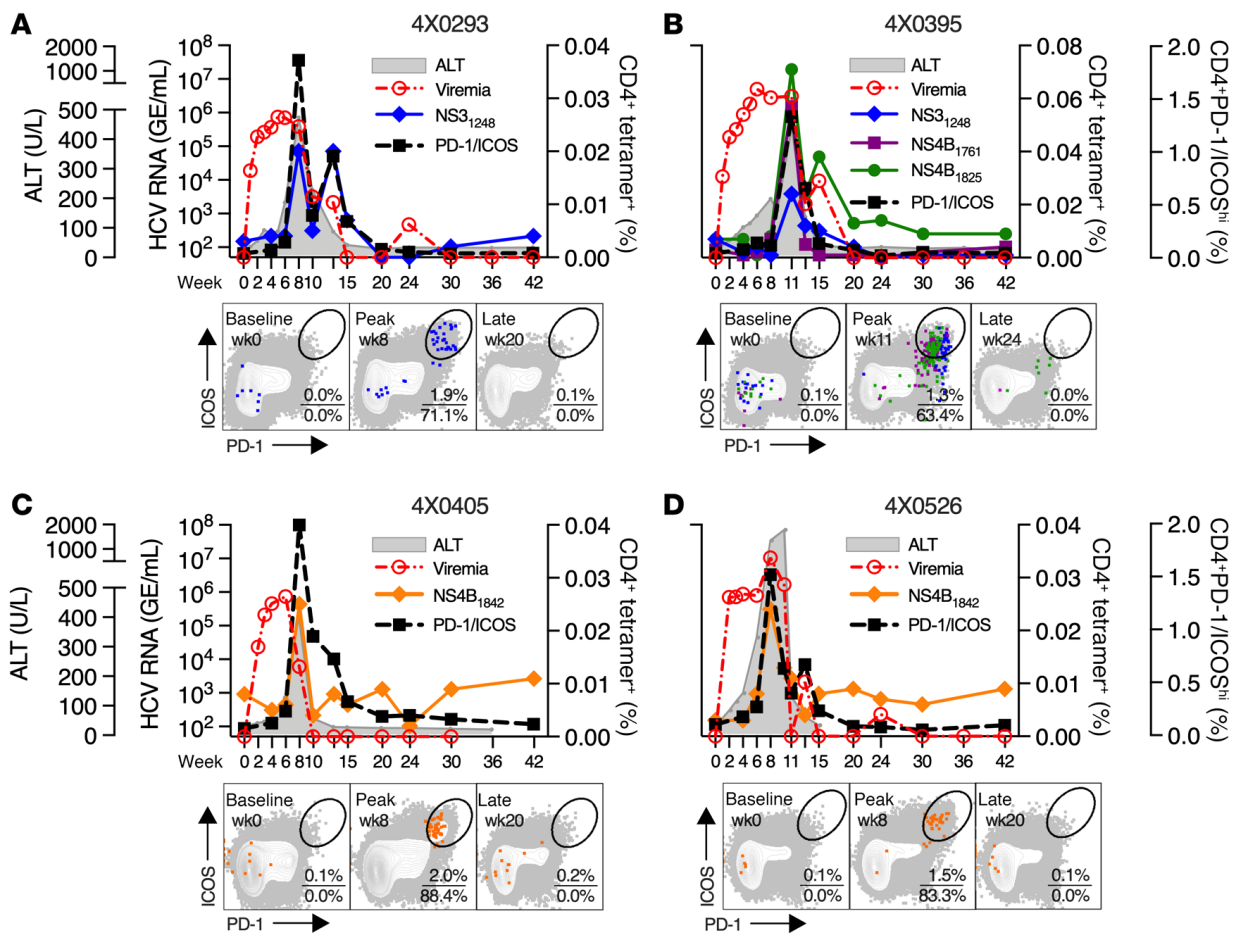
HCV class II tetramer–positive CD4^+^ T cells. (**A**–**D**) Circulating CD4^+^ T cells with a PD-1^hi^ICOS^hi^ phenotype or positive staining with HCV class II tetramers measured in 4 animals at the indicated time points. HCV serum RNA and ALT titers are also shown for reference. Class II tetramer–positive CD4^+^ T cell gating is shown in Supplemental Figure 2A. HCV class II tetramer–positive CD4^+^ T cells (colored dots) are overlaid on circulating CD4^+^ T cells also stained for PD-1 and ICOS expression at the indicated week and at all time points through week 42 for a representative animal (4X0395) in Supplemental Figure 2B. The percentage of circulating (top number) and class II tetramer–positive (bottom number) CD4^+^ T cells within the PD-1^hi^ICOS^hi^ gate is provided.

**Figure 3:**
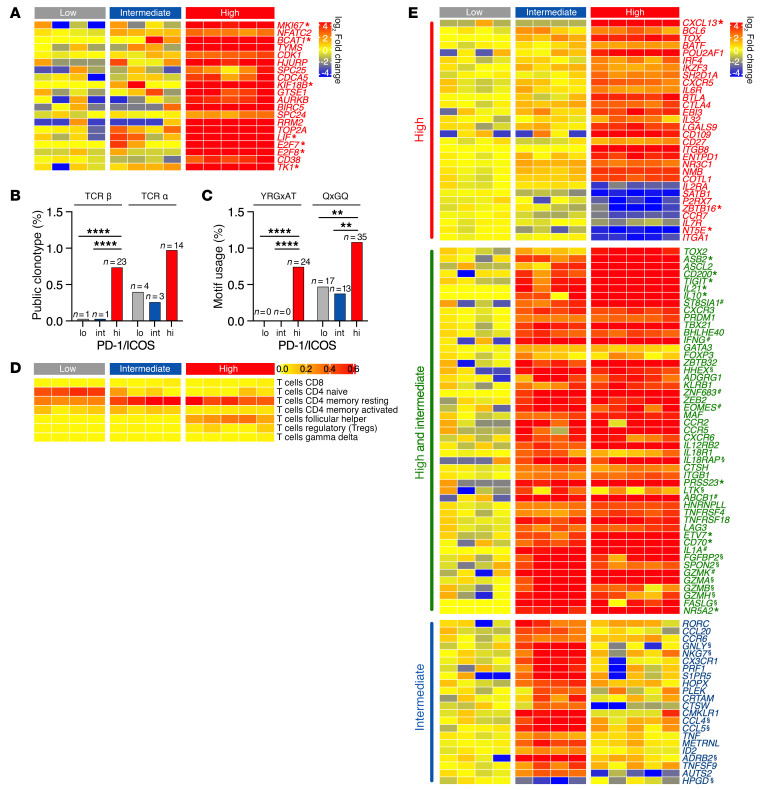
CD4^+^ T cell transcriptional signatures. (**A**) DEGs associated with T cell proliferation and activation. Those among the top 50 upregulated by CD4^P/I(hi)^ T cells are indicated (*). (**B**) TcR clonotypes (%) with public TCRβ and TCRα chains for CD4^+^ T cells with low, intermediate, and high PD-1 and ICOS expression. (**C**) Frequency of dominant public CDR3 motifs (YRGxAT and QxGQ, single aa code). Significance (**B** and **C**) was determined by Fisher’s exact test with Benjamini-Hochberg correction applied for multiple comparisons. **P < 0.01, ****P < 0.0001. (**D**) Heatmap of LM22 CIBERSORT T cell gene modules in CD4^+^ T cells sorted for low, intermediate, and high PD-1 and ICOS expression. (**E**) Immune-related genes significantly upregulated (log_2_ fold change >1.5; padj < 0.05) by CD4^P/I(hi)^, CD4^P/I(hi)^ and CD4^P/I(int)^, or CD4^P/I(int)^ populations when compared with CD4^P/I(lo)^ T cells. *GATA3* and *FOXP3* that define Th2 and Treg subsets were not significant in any comparison. The top 50 up- or downregulated genes for CD4^P/I(hi)^ T cells (*), CD4^P/I(int)^ T cells (§), or both populations (#), when ranked sequentially by log_2_ fold change and then padj, are indicated.

**Figure 4:**
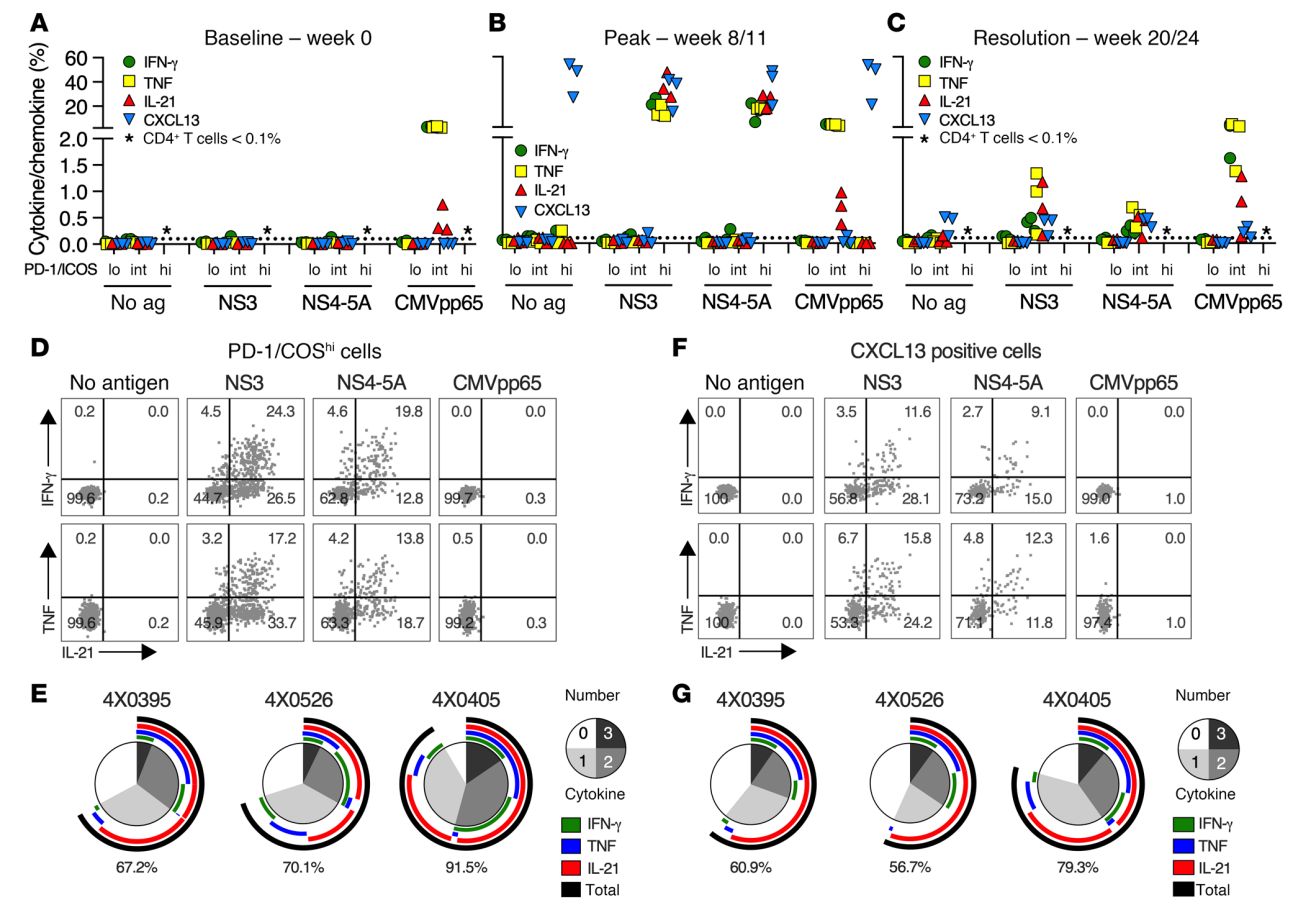
Function and HCV specificity of circulating CD4^+^ T cells. PBMCs from 3 animals (4X0395, 4X0405, and 4X0526) were stimulated with indicated peptide pools at (**A**) baseline, (**B**) the CD4^P/I(hi)^ T cell peak, and (**C**) after apparent resolution of viremia. Dot plots from a representative animal are shown in Supplemental Figure 6, B–D, for all 3 time points. The percentage of cytokine- and chemokine-producing CD4^+^ T cells with low, intermediate, and high PD-1 and ICOS expression is shown. Symbols represent individual animals. Asterisks indicate less than 0.1% of circulating CD4^+^ T cells (<25 cells) within the indicated PD-1/ICOS gate, a frequency too low for ICS analysis. (**D**) Dot plots show antigen-stimulated cytokine production by peak gated CD4^P/I(hi)^ T cells for the representative animal 4X0405. (**E**) The number (pie) and combination (arc) of cytokines produced by CD4^P/I(hi)^ T cells, summed for NS3 and NS4-5A antigen stimulation at the peak of response. Percentage of HCV antigen–stimulated CD4^P/I(hi)^ T cells producing at least 1 of the indicated cytokines is represented by the black arc and numerical value. (**F**) Cytokine coproduction by gated CXCL13^+^CD4^+^ T cells at the peak CD4 response from 4X0405 after stimulation with the indicated antigens. (**G**) The number (pie) and combination (arc) of cytokines coproduced by CXCL13^+^CD4^+^ T cells summed for NS3 and NS4-5A HCV antigen stimulation. Black arc and numerical value indicate the percentage of CXCL13^+^CD4^+^ T cells that coproduced at least 1 cytokine.

**Figure 5:**
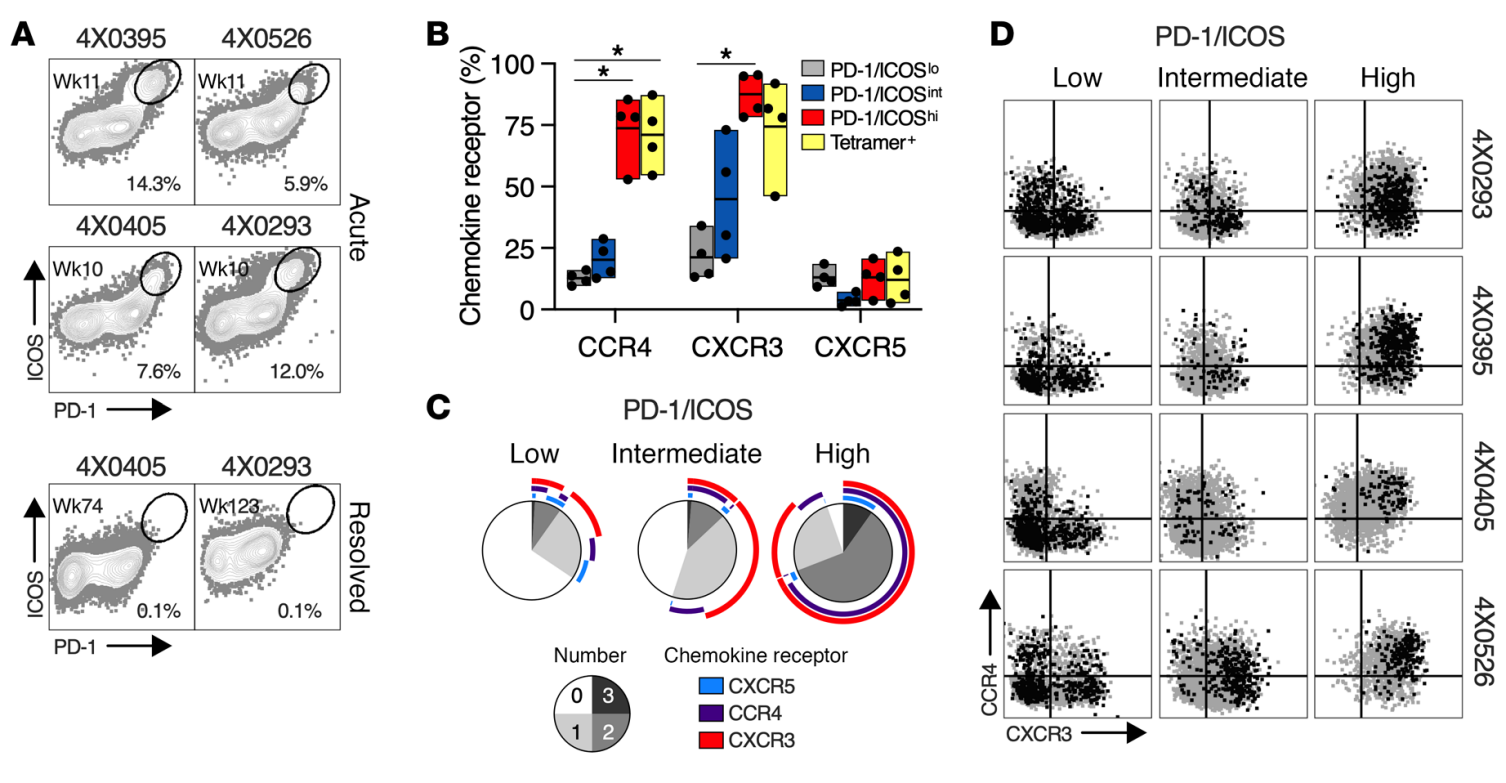
Chemokine receptor expression by liver-infiltrating CD4^P/I(hi)^ T cells. (**A**) Intrahepatic CD4^+^ T cells during acute infection (4X0395, 4X0526, 4X0405, and 4X0293) and approximately 1–2 years after resolution of HCV infection (4X0405 and 4X0293). CD4^P/I(hi)^ T cells were defined by the indicated gate, and percentages are shown. (**B**) Expression of chemokine receptors on intrahepatic CD4^P/I(lo)^, CD4^P/I(int)^, and CD4^P/I(hi)^ T cells, as well as MHC II HCV tetramer–positive CD4^+^ T cells. Each symbol represents 1 animal from **A**. Bars and lines show the range and mean, respectively, of chemokine receptor expression on the indicated CD4^+^ T cell population. Statistical significance (*P < 0.05) was determined by Kruskal-Wallis test with Dunn’s correction for multiple comparisons. (**C**) The number (pie) and combination (arc) of chemokine receptors expressed by CD4^P/I(lo)^, CD4^P/I(int)^, and CD4^P/I(hi)^ T cells in liver, averaged from the 4 animals. (**D**) Intrahepatic CD4^+^ T cell expression of CXCR3 (*x* axis) and CCR4 (*y* axis) with CXCR5 as an overlay (black dots) for the indicated CD4^+^ PD-1/ICOS population.

**Figure 6:**
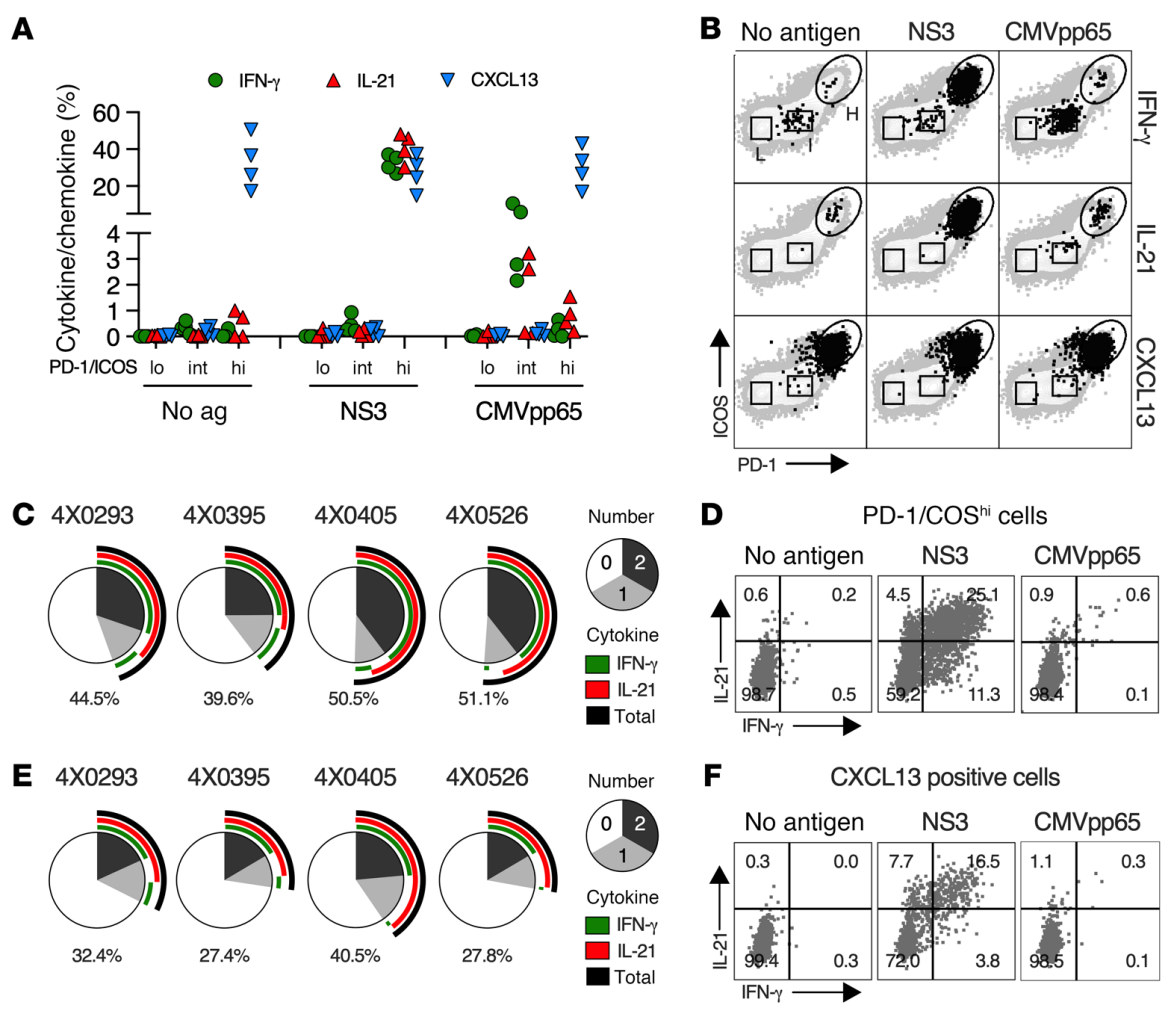
Function of intrahepatic HCV-specific CD4^+^ T cells. (**A**) Percentage of liver CD4^P/I(lo)^, CD4^P/I(int)^, and CD4^P/I(hi)^ T cells positive by ICS for the indicated stimulation condition in 4 animals (4X0293, 4X0395, 4X0405, and 4X0526) during acute infection (Supplemental Figure 1, A–D). Symbols represent individual animals. (**B**) Dot plots with high (H), intermediate (I), and low (L) PD-1/ICOS gates are shown for the representative animal 4X0395. (**C**) The number (pie) and combination (arc) of cytokines produced by CD4^P/I(hi)^ T cells after stimulation with HCV NS3. Black arc and value indicate the percentage of CD4^P/I(hi)^ T cells that produced at least 1 cytokine. (**D**) Cytokine-producing CD4^P/I(hi)^ T cells after stimulation with indicated antigens from 1 representative animal (4X0395). (**E**) The number (pie) and combination (arc) of cytokines coproduced by CXCL13^+^CD4^+^ T cells after HCV NS3 stimulation. The percentage of CXCL13^+^CD4^+^ T cells that produced at least 1 cytokine is shown (black arc and value). (**F**) Dot plots of a representative animal (4X0395) show cytokine-producing CXCL13^+^CD4^+^ T cells after antigen stimulation.

**Figure 7:**
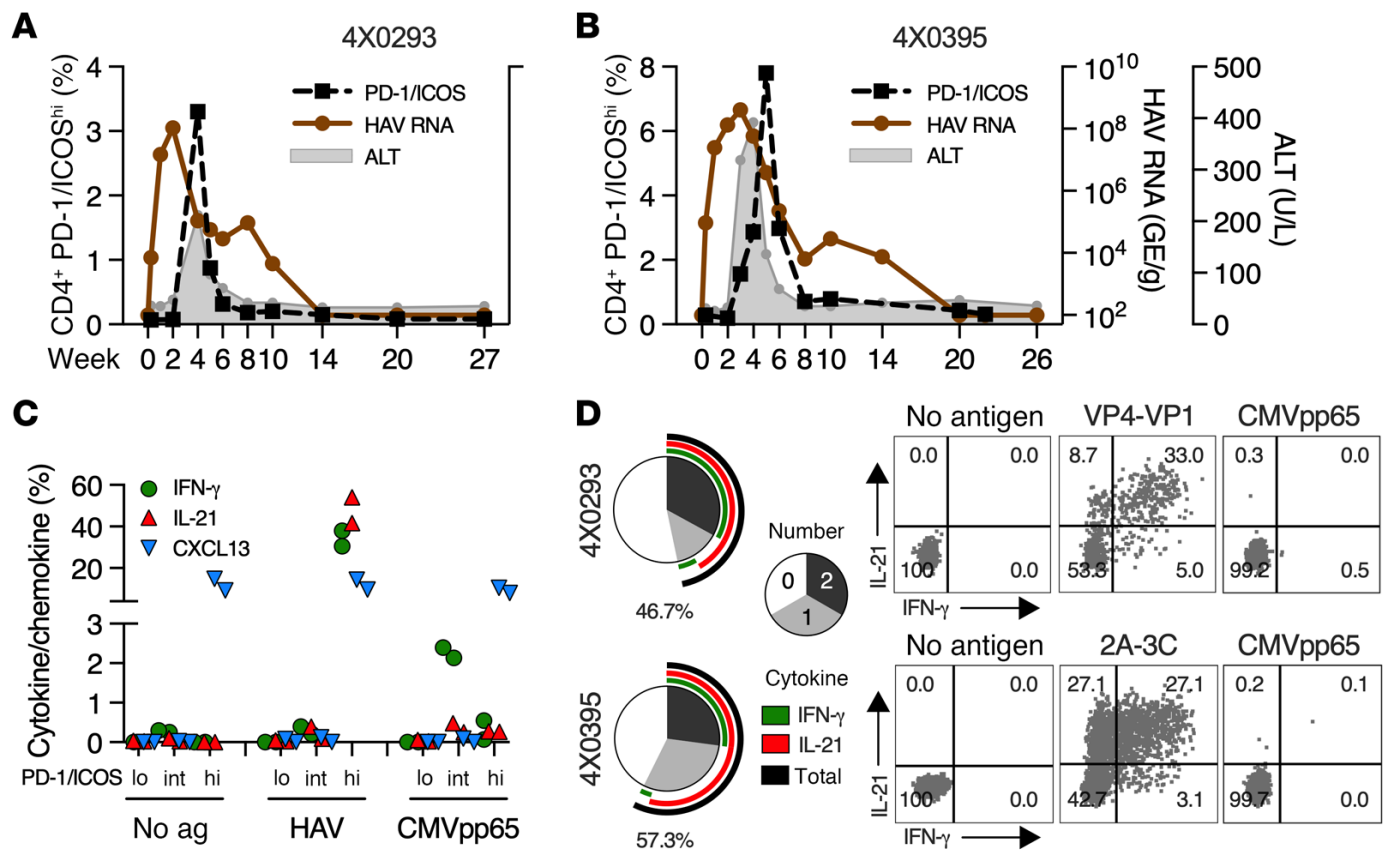
Tfh1 CD4^+^ T cell response in HAV infection. ALT and fecal HAV RNA titers in (**A**) 4X0293 and (**B**) 4X0395 during acute HAV infection as described (62). The frequency of circulating CD4^P/I(hi)^ T cells is also shown. (**C**) Frequency of circulating CD4^+^ T cells at week 4 (4X0293) or week 5 (4X0395) with high, intermediate, or low PD-1 and ICOS coexpression that produced IFN-γ, IL-21, and/or CXCL13 after stimulation with a HAV peptide pool dominant for each animal, as determined previously (62) and shown in Supplemental Figure 8. Cytokine/chemokine production after stimulation with a chCMV pp65 peptide pool is shown for comparison. (**D**) Number (pie) and combination (arc) of cytokines produced by CD4^P/I(hi)^ T cells after HAV antigen stimulation. The percentage of circulating CD4^P/I(hi)^ T cells that produced at least 1 cytokine after antigen stimulation (black arc and value) is shown. Dot plots show IFN-γ and IL-21 production of CD4^P/I(hi)^ T cells following antigen stimulation.

# Supplementary material for: A liver-infiltrating CD4+ Tfh1 cell response predicts HCV control, hepatitis, and seroconversion during acute infection
**Source:** J Clin Invest. 2025 Sep 16;135(21):e178089. doi: 10.1172/JCI178089
**Supplement:** Supplemental data

**Supplemental Figures 1-8.**

**Supplemental Tables 1-3.**

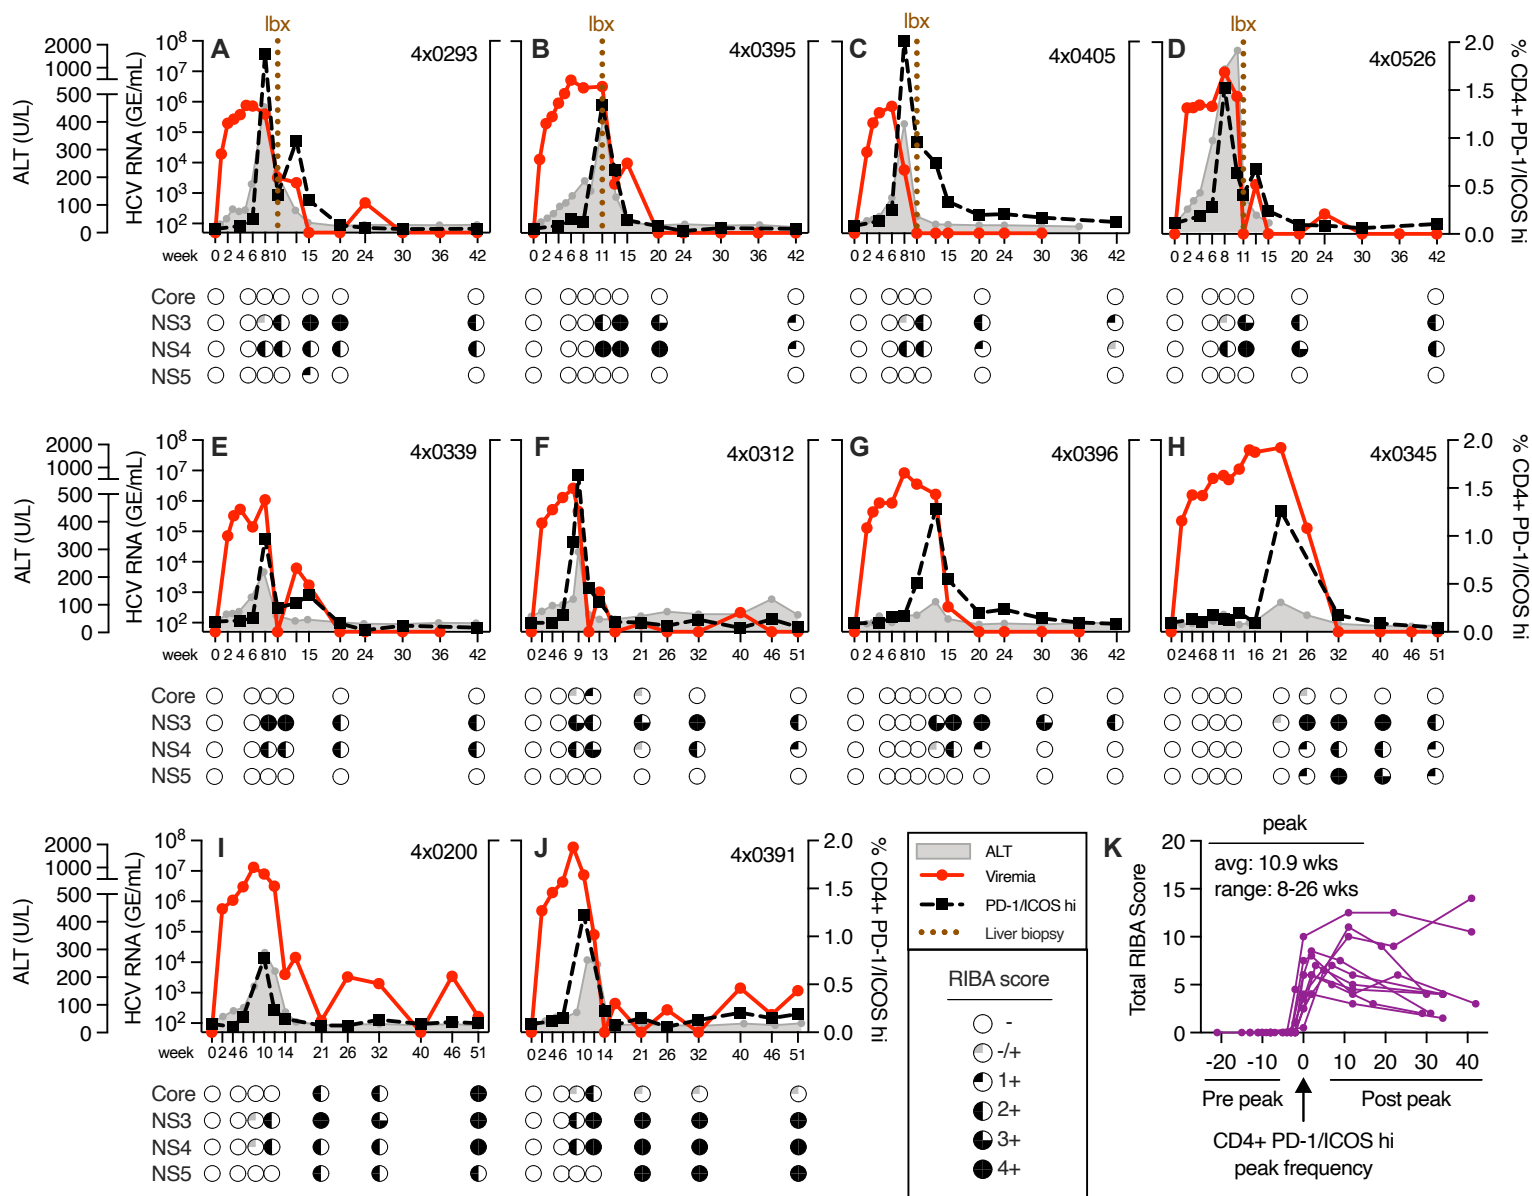

**A**

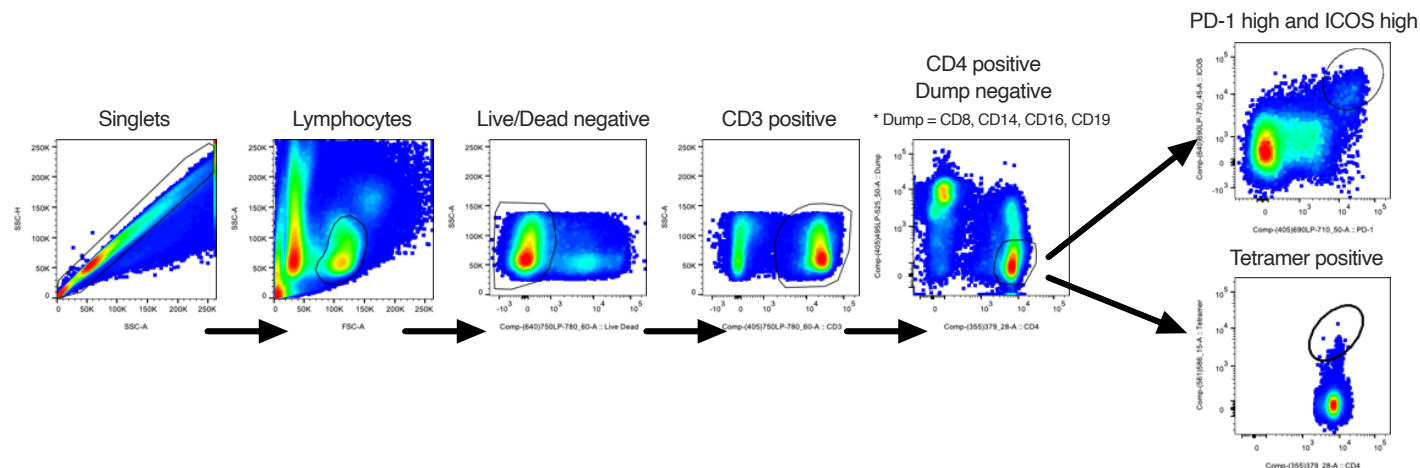

**B**

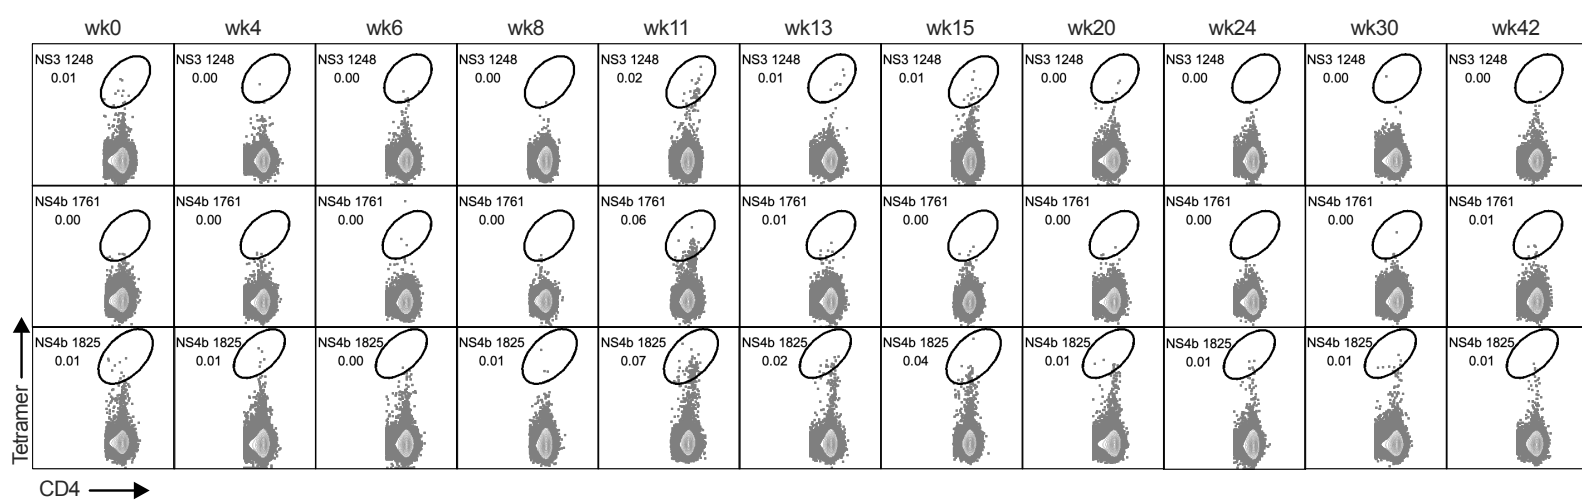

**C**

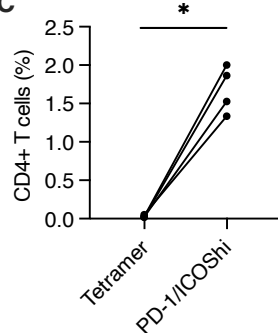

**Supplemental Figure 2.** (A) Gating strategy to identify CD4<sup>+</sup> T cells with a PD-1<sup>hi</sup>ICOS<sup>hi</sup> phenotype in blood and liver. Plots represent an analysis of circulating CD4<sup>+</sup> T cells when PD-1 and ICOS expression peaked in a representative animal (4X0395 wk11). (B) Representative staining of PBMC from 4X0395 at the indicated time points with 3 HCV NS3 and NS4B class II tetramers shown in Figure 2 and described in Supplemental Table 1. (C) Comparison of circulating CD4<sup>+</sup> T cells that were tetramer positive or had high co-expression of PD-1 and ICOS at the peak of response in the 4 animals of Figure 2. Significance was determined by Mann-Whitney u test. \*p < 0.05.

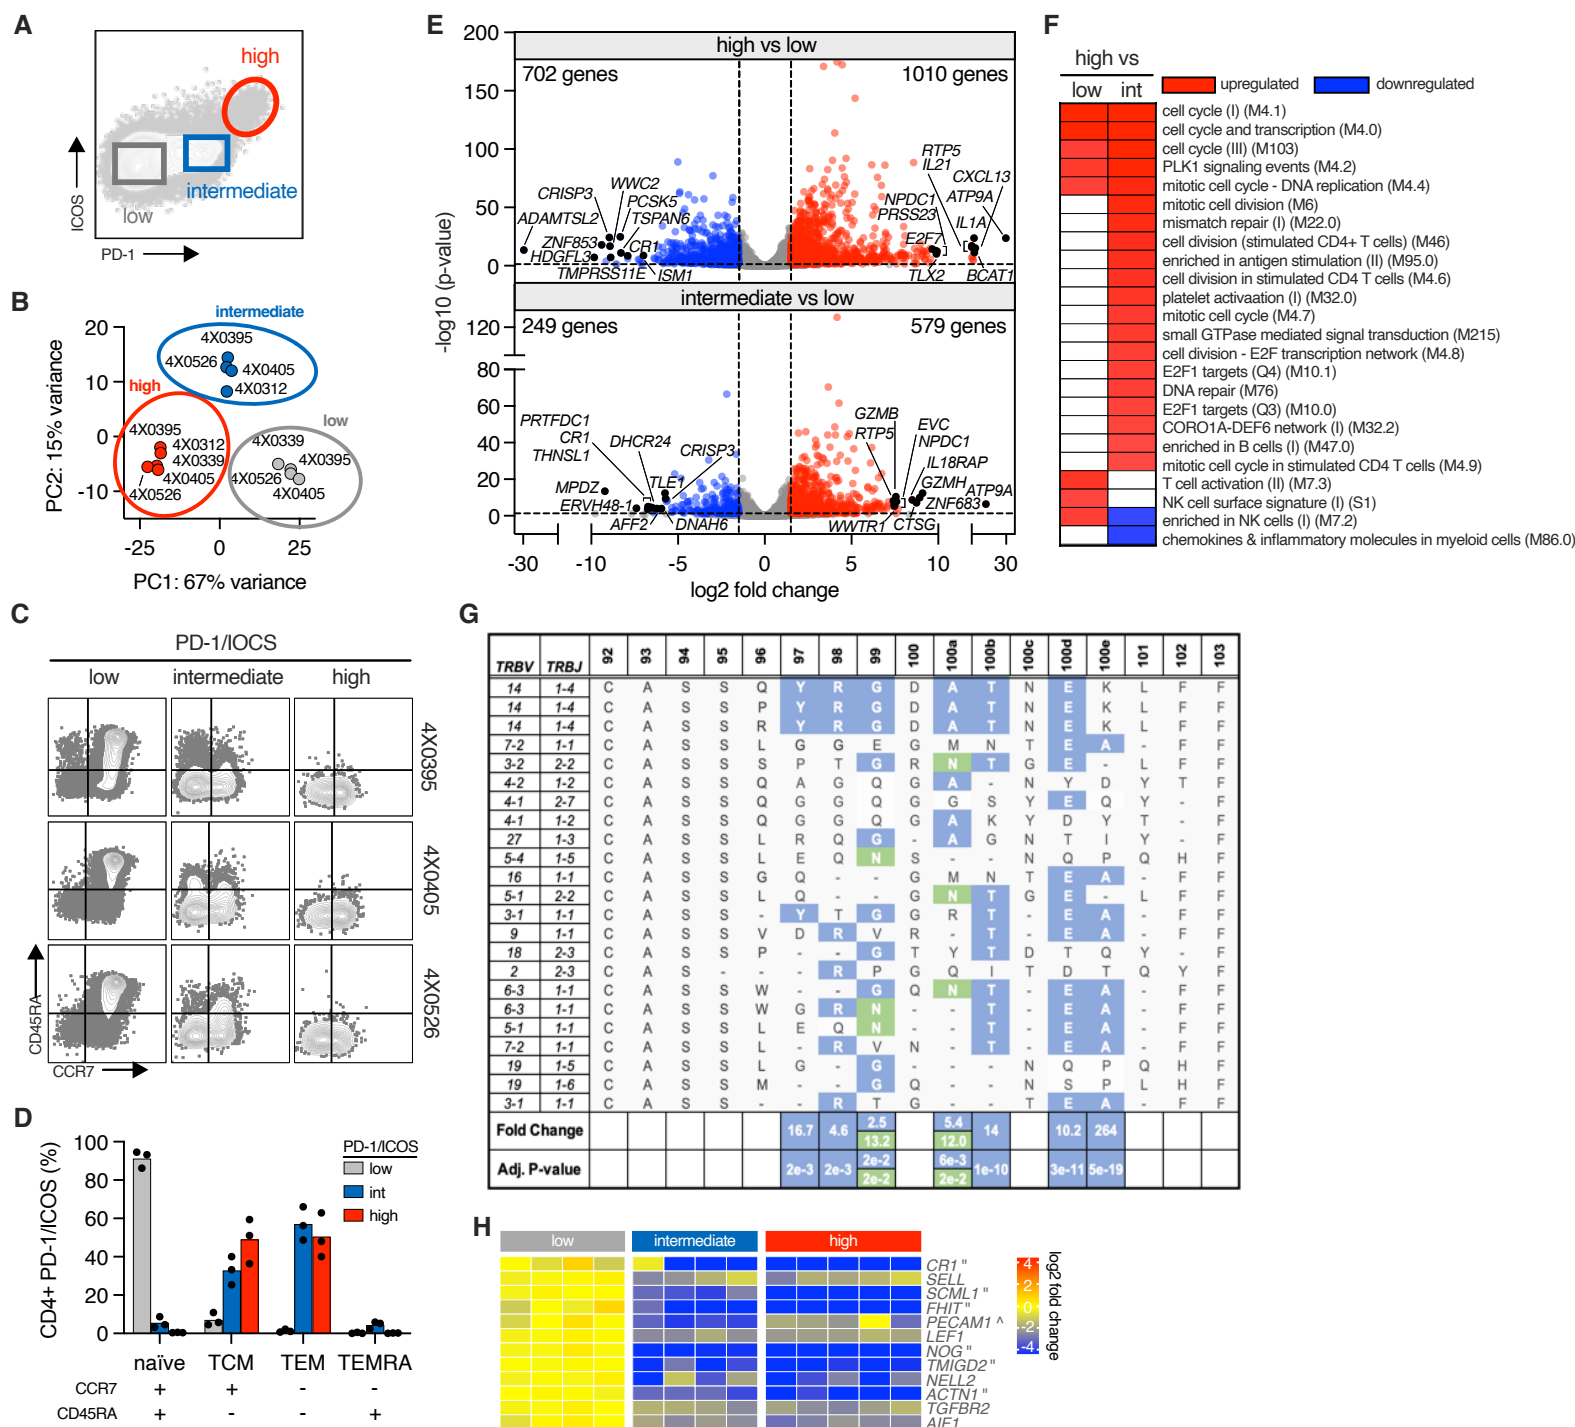

**Supplemental Figure 3.** (A) Gating strategy of CD4<sup>+</sup> T cells by low, intermediate, and high PD-1 and ICOS expression, and (B) Principal Component Analysis of sorted PD-1/ICOS CD4<sup>+</sup> T cell populations. (C) Expression of CD45RA versus CCR7 on CD4<sup>+</sup> T cells by flow cytometry at the peak of PD-1 and ICOS co-expression (see Figure 2, B-D for details). (D) Summary of CD4<sup>+</sup> T cells with high, intermediate or low PD-1 and ICOS with a naïve (CCR7<sup>+</sup>CD45RA<sup>+</sup>), central memory (TCM; CCR7<sup>+</sup>CD45RA<sup>-</sup>), effector memory (TEM; CCR7<sup>-</sup>CD45RA<sup>-</sup>), or effector memory re-expressing CD45RA (TEMRA; CCR7<sup>-</sup>CD45RA<sup>+</sup>) phenotype. (E) Volcano plot of differentially expressed genes (DEG) in a comparison of CD4<sup>+</sup> T cells with high versus low PD-1 and ICOS expression, and intermediate versus low expression. The number of genes significantly up- or down-regulated (fold-change >1.5 log<sub>2</sub>, padj <0.05) is shown. The top 10 genes in each comparison, ranked by fold change and then significance, are labelled. (F) Blood transcriptome matrix (BTM) analysis of CD4<sup>+</sup> T cells with a PD-1 and ICOS high phenotype versus CD4<sup>+</sup> T cells with low and intermediate phenotypes. (G) Alignment of TcRvβ CDRH3 amino acid sequences representing public clonotypes to identify common amino acid motifs. The fold-change and adjusted p-values are shown for significant amino acid positions. (H) DEG representative of a naïve status in a comparison of CD4<sup>+</sup> T cells with low versus intermediate and low versus high PD-1 and ICOS expression. Top 50 down-regulated genes are indicated for high (\*), intermediate (^), or both (") populations.

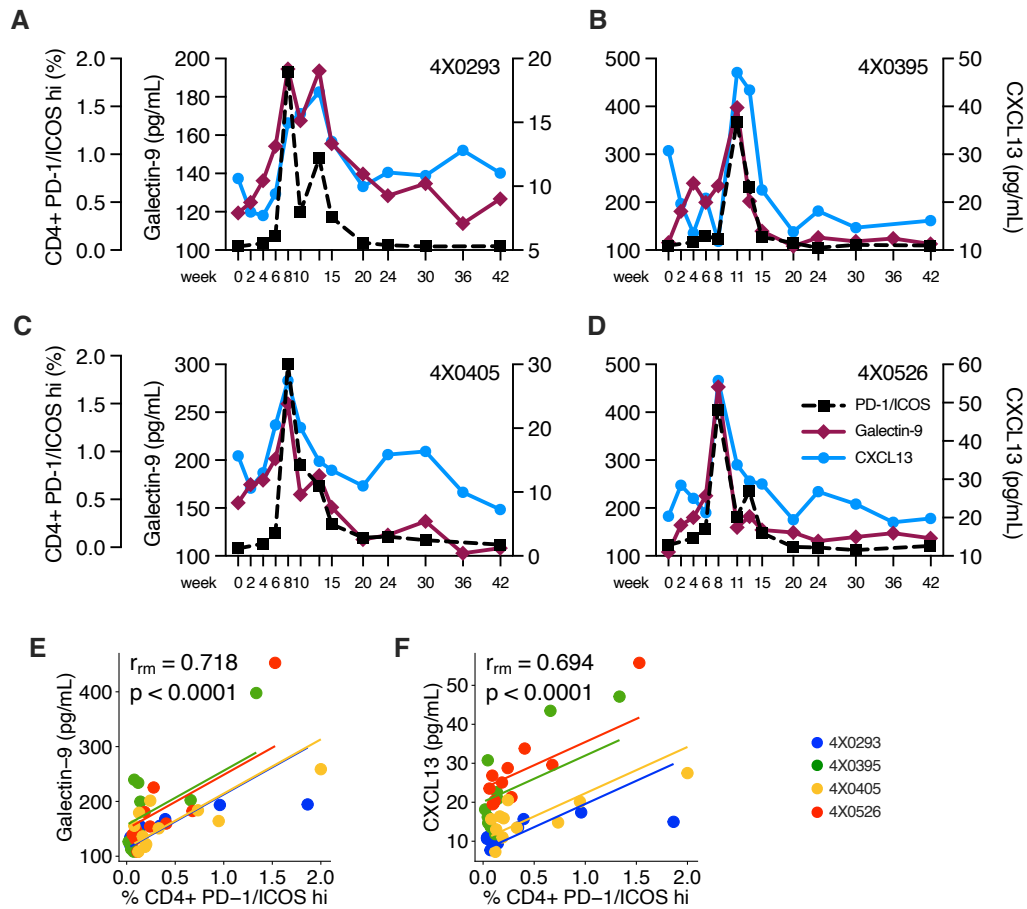

**Supplemental Figure 4. (A-D)** Serum titers of CXCL13 and galectin-9 in 4 animals at the indicated week post HCV infection. The frequency of circulating CD4<sup>+</sup> T cells with a PD-1 and ICOS high phenotype is also plotted. Serum titers of galectin-9 (**E**) and CXCL13 (**F**) versus the frequency of circulating CD4<sup>+</sup> T cells with a PD-1 and ICOS high phenotype. Significance was established by repeated measures correlation.

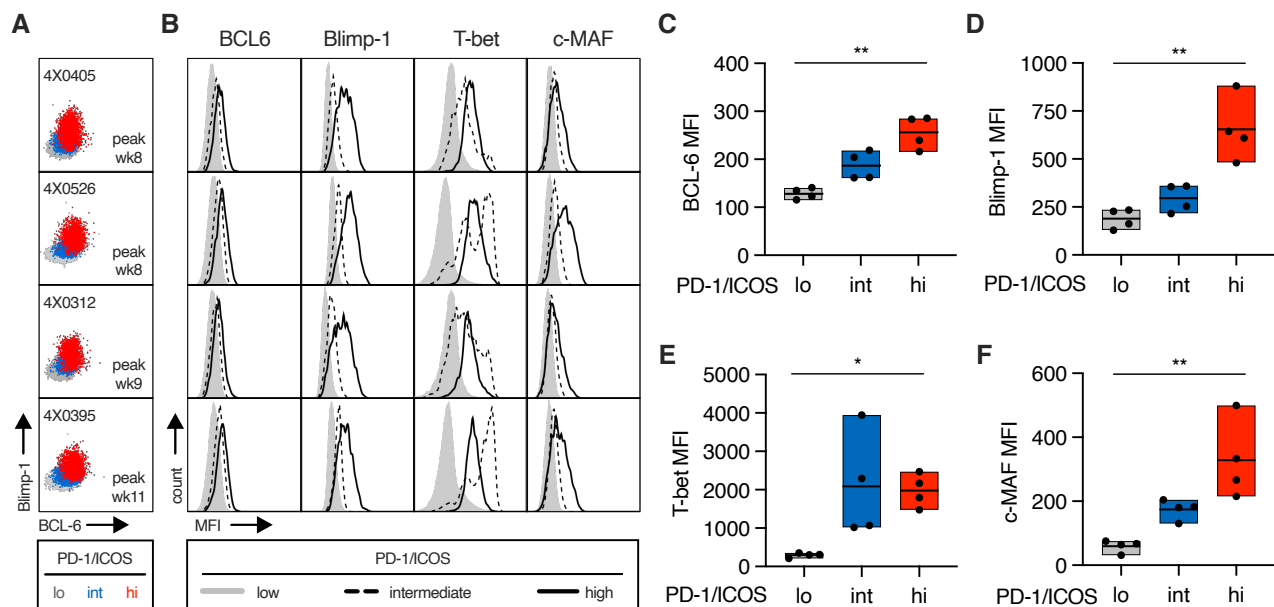

**Supplemental Figure 5. (A)** Dot plot overlay of BCL-6 and Blimp-1 expression by CD4<sup>+</sup> T cells with PD-1 and ICOS low, intermediate and high expression in 4 animals when the PD-1/ICOS response peaked. **(B)** Histogram plot of BCL-6, Blimp-1, T-bet, and c-MAF expression by MFI for CD4<sup>+</sup> T cells with PD-1 and ICOS low, intermediate and high expression. Summary of BCL-6 **(C)**, Blimp-1 **(D)**, T-bet **(E)**, and c-MAF **(F)** by CD4<sup>+</sup> T cells with the indicated PD-1 and ICOS phenotype. Significance (\*\* $p \leq 0.01$ , \* $p \leq 0.05$ ) was assessed by Kruskal-Wallis test with Dunn's correction for multiple comparisons.

**A**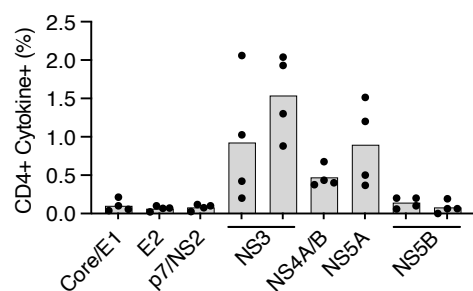**B**

baseline - week 0

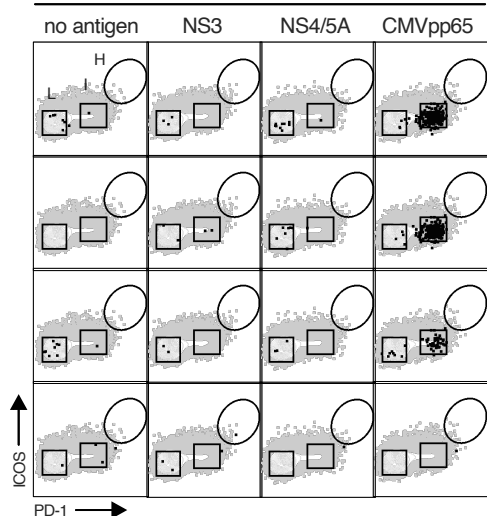**C**

peak - week 8

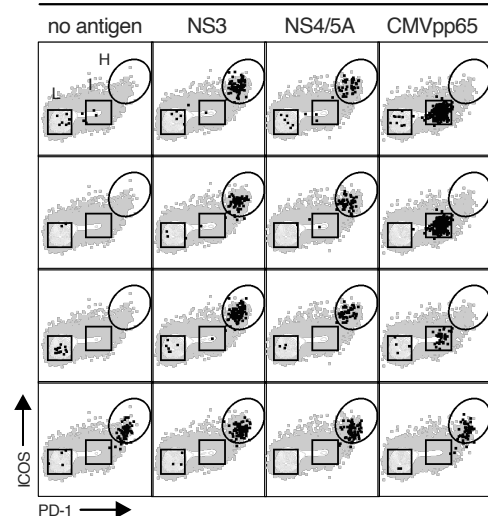**D**

apparent resolution - week 20

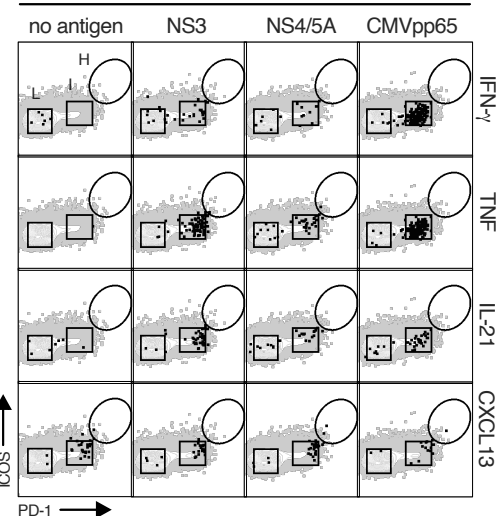

**Supplemental Figure 6. (A)** Dominance of the CD4<sup>+</sup> T cell response against non-structural proteins NS3-NS5A. Frequency of functional intrahepatic CD4<sup>+</sup> T cells against the indicated proteins was assessed by ICS in 4 animals at week 10 (4X0405, 4X0293) or 11 (4X0395, 4X0526) p.i. when liver was sampled (Supplemental Figure 1, A-D). Liver mononuclear cells were stimulated with the indicated HCV peptide pool (X-axis) and ICS staining for TNF, IFN- $\gamma$ , IL-2, and IL-21 was undertaken to determine the frequency of liver CD4<sup>+</sup> T cells that produced one or more cytokines against each HCV antigen. PBMC collected from 4X0526 at the week 0 baseline **(B)**, week 8 peak of the PD-1<sup>hi</sup>ICOS<sup>hi</sup> CD4<sup>+</sup> T cell response **(C)**, and week 20 post-infection **(D)** were assessed for cytokine production for the indicated peptide pools. CD4<sup>+</sup> T cells positive for IFN- $\gamma$ , TNF, IL-21, or CXCL13 (black overlay dots) by ICS were localized to the PD-1 and ICOS high, intermediate, and low gates as shown in the dot plots.

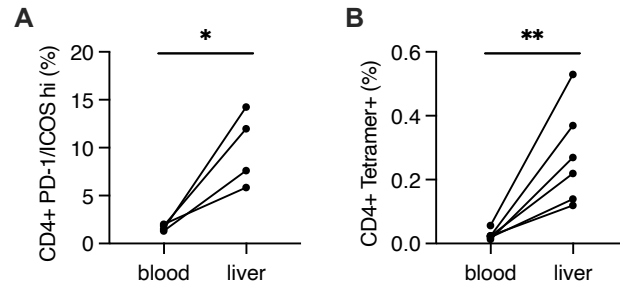

**Supplemental Figure 7.** Comparison of **(A)** PD-1<sup>hi</sup>ICOS<sup>hi</sup> and **(B)** HCV class II tetramer-positive CD4<sup>+</sup> T cell frequencies in blood at the peak of the PD-1<sup>hi</sup>ICOS<sup>hi</sup> response (week 8, 4X0293, 4X0405, 4X0526; week 11, 4X0395) and in liver at the time of sampling (week 10, 4X0293, 4X0405; week 11 4X0395, 4X0526). Frequencies in blood and liver were compared for significance by the Mann-Whitney u test. \*p< 0.05, \*\*p<0.01.

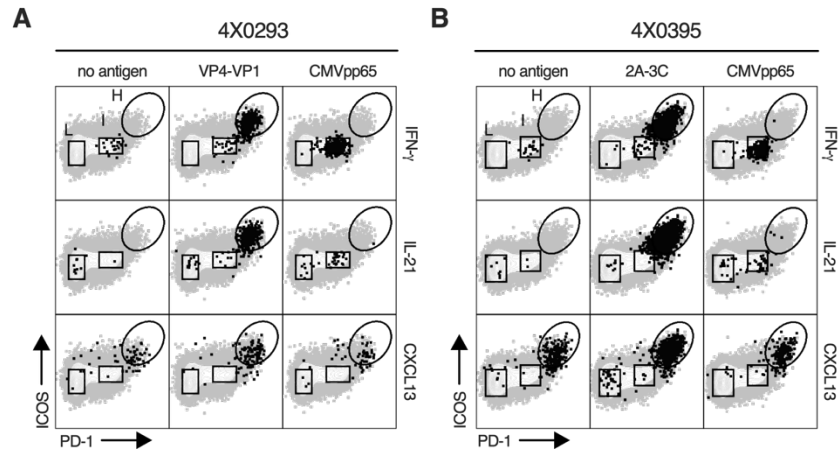

**Supplemental Figure 8.** CD4<sup>+</sup> T cell function was assessed by ICS for **(A)** 4X0293 at week 4 and **(B)** 4X0395 at week 5 p.i. after HAV infection when the circulating PD-1<sup>hi</sup>ICOS<sup>hi</sup> CD4<sup>+</sup> T cell response peaked in these animals (see Figure 7, A and B). Intracellular staining for IFN- $\gamma$ , IL-21, and CXCL13 was undertaken with the indicated peptide pools. Cytokine and chemokine producing CD4<sup>+</sup> T cells were localized to the PD-1 and ICOS high, intermediate, or low gates as shown on the dot plots.

**Supplemental Table 1. *Patr* Class II Tetramers.\***

| <b>Tetramer</b> | <b>Sequence</b>    | <b>Allele</b>   |
|-----------------|--------------------|-----------------|
| HCV-NS3-1248    | GYKVLVLNPSV        | Patr-DRB 1*1001 |
| HCV NS4B-1761   | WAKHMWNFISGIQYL    | Patr-DRB 5*0102 |
| HCV-NS4B-1825   | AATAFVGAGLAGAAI    | Patr-DRB 5*0102 |
| HCV-NS4B-1842   | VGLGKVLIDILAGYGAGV | Patr-DRB 3*0102 |

\*Tetramers are labeled by the location of the epitope (NS3 or NS4B) and the position of the first amino acid in the HCV-1 910 sequence. The amino acid sequence of each epitope (single letter code) and the *Patr* class II allele presenting the epitope are shown.

**Supplemental Table S2A. Top 50 upregulated genes for CD4<sup>P/hi</sup> and CD4<sup>P/lo</sup> T cells versus CD4<sup>P/lo</sup> T cells.\***

\*The top 50 upregulated genes in comparisons of CD4<sup>P/hi</sup> versus CD4<sup>P/lo</sup> T cells (left) and CD4<sup>P/hi</sup> versus CD4<sup>P/lo</sup> T cells (right) were identified by ranking the log<sub>2</sub> fold increase in gene expression followed by p value (padj). Genes discussed in the text and/or presented in Figures 3E and S3H are indicated (◆).

**Supplemental Table S2B. Top 50 down-regulated genes for CD4<sup>P/hi</sup> and CD4<sup>P/int</sup> T cells versus CD4<sup>P/lo</sup> T cells.\***

\*The top 50 down-regulated genes in comparisons of CD4<sup>P/hi</sup> versus CD4<sup>P/lo</sup> T cells (left) and CD4<sup>P/int</sup> versus CD4<sup>P/lo</sup> T cells (right) were identified by ranking the log<sub>2</sub> fold decrease in gene expression followed by p value (padj). Genes discussed in the text and/or presented in Figures 3E and S3H are indicated (◆).

**Supplemental Table 3. Antibodies used for flow cytometry.**

| Marker        | Clone      | Fluorophore   | Dilution | Company                 |
|---------------|------------|---------------|----------|-------------------------|
| BCL6          | BCL-UP     | APC           | 1:25     | ThermoFisher Scientific |
| BLIMP1        | 646702     | PE            | 1:20     | R&D Systems             |
| c-MAF         | sym0F1     | PerCP-eF710   | 1:25     | ThermoFisher Scientific |
| CCR4          | L291H4     | BV421         | 1:25     | BioLegend               |
| CCR4          | L291H4     | BV605         | 1:25     | BioLegend               |
| CCR7          | G043H7     | BV785         | 1:25     | BioLegend               |
| CD14          | M5E2       | PE-Cy7        | 1:50     | BD Biosciences          |
| CD14          | M5E2       | BV510         | 1:50     | BioLegend               |
| CD16          | 3G8        | PE-Cy7        | 1:200    | BD Biosciences          |
| CD16          | 3G8        | BV510         | 1:50     | BioLegend               |
| CD19          | H1B19      | PE-Cy7        | 1:50     | BD Biosciences          |
| CD19          | H1B19      | BV510         | 1:50     | BioLegend               |
| CD3           | UCHT1      | PerCP-Cy5.5   | 1:20     | BD Biosciences          |
| CD3           | UCHT1      | BV786         | 1:50     | BD Biosciences          |
| CD3           | UCHT1      | BUV737        | 1:100    | BD Biosciences          |
| CD4           | L200       | PE            | 1:5      | BD Biosciences          |
| CD4           | L200       | PE-Cy7        | 1:200    | BD Biosciences          |
| CD4           | L200       | BV786         | 1:100    | BD Biosciences          |
| CD4           | L200       | BUV395        | 1:100    | BD Biosciences          |
| CD45RA        | HI100      | BV510         | 1:50     | BioLegend               |
| CD8           | RPA-T8     | BV510         | 1:25     | BD Biosciences          |
| CD8           | RPA-T8     | AF700         | 1:25     | BD Biosciences          |
| CD8           | RPA-T8     | BUV395        | 1:100    | BD Biosciences          |
| CXCL13        | 53610      | APC           | 1:25     | ThermoFisher            |
| CXCL13        | 53610      | AF700         | 1:25     | R&D Systems             |
| CXCR3         | G025H7     | PE Dazzle 594 | 1:50     | BioLegend               |
| CXCR5         | RF8B2      | BB515         | 1:50     | BioLegend               |
| ICOS          | C398.4A    | FITC          | 1:50     | BioLegend               |
| ICOS          | C398.4A    | APC           | 1:100    | BioLegend               |
| ICOS          | C398.4A    | AF700         | 1:100    | BioLegend               |
| IFN- $\gamma$ | 4S.B3      | FITC          | 1:25     | BioLegend               |
| IFN- $\gamma$ | 4S.B3      | Pacific Blue  | 1:200    | BioLegend               |
| IL-2          | MQ1-17H12  | APC           | 1:25     | BioLegend               |
| IL-21         | eBio3A3-N2 | PE            | 1:30     | ThermoFisher Scientific |
| PD-1          | EH12.2H7   | BV711         | 1:50     | BioLegend               |
| PD-1          | EH12.2H7   | BV421         | 1:20     | BioLegend               |
| PD-1          | EH12.2H7   | BV785         | 1:20     | BioLegend               |
| T-bet         | eBio4B10   | PE-Cy7        | 1:200    | ThermoFisher Scientific |
| TNF           | Mab11      | AF700         | 1:200    | BD Biosciences          |

How the deposited data were processed for this re-analysis (not part of the article)

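The data are gene counts from RNA-Seq of CD4+ T cells sorted from the blood of 5 HCV-infected chimpanzees by PD-1 and ICOS expression, as 5 CD4 P/I(hi), 4 CD4 P/I(int) and 4 CD4 P/I(lo) libraries. The CD4 P/I(lo) library of 4X0312 and the CD4 P/I(int) library of 4X0339 are missing, as the paper explains. The animals were at week 8 (4X0526, 4X0405 and 4X0339) or week 11 (4X0395) of infection, and 4X0312 is at week 9 in the paper and at week 8 in the sample labels. The authors made cDNA with SMART-Seq reagents and libraries with Nextera XT reagents, sequenced single reads, aligned them to PanTro6 with STAR and counted reads per gene with the htseq-count algorithm built into STAR. They used DESeq2 to make their own normalized tables. The table used here holds the raw counts, whole numbers of reads per gene without normalization, and the counts were the input of every test here.

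The table has 34706 rows, of which 1 names no gene and held 13 to 136 counts per library, at most 0.00113% of a library. That row was left out, which left 34705 genes, and 23249 of them had a count in at least 1 library. Totals per library and genes with a count are given beside the description of the sequencing. The most abundant gene took at most 3.09% of a library's counts, and the 50 most abundant together took 14.9% to 22.0%. Gene symbols were used as the table gives them. Chromosomal positions are not given, because the reference used here lists genes of another build. *FCGR3A*, *TRDC*, *TRDV2*, *TRGC1* and *XIST* were among the marker genes chosen but have no row of that name in the table and were not analysed here.

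Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its default minimum count of 10, which left 14207, library sizes were scaled by TMM, and a quasi-likelihood model with a coefficient for each population was fitted to all 13 libraries, so that the populations shared an estimate of the spread. The common dispersion was 0.172, a biological coefficient of variation of 0.414, with 5.86 prior degrees of freedom. Populations were compared by the quasi-likelihood F-test with Benjamini-Hochberg adjustment (edgeR padj), and DEGs were called at padj below 0.05 and a log_2_ fold change beyond 1.5 in either direction, the thresholds in the paper's legends. CPM values are scaled by TMM. The direct comparison of CD4 P/I(hi) with CD4 P/I(int) T cells was added, since a gene past the thresholds in 1 population only is not thereby shown to differ between the populations. A gene without counts in a population was bounded from the floor of 3 counts in each of its libraries at their TMM-scaled totals, and a gene with 1 to 3 counts is given as a ratio with an exact counting interval.

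Separation of the populations was tested on DESeq2 1.42.0 regularized log values of the 500 most variable genes, by permuting population labels and comparing the share of variance between populations. The regularized log value of *TPSB2*, a gene with counts in 1 library alone, changed with the number of processor threads, so all tests were run on 1 thread. Cell cycle gene sets, the S phase and G2/M lists of Seurat 5.3.0, were tested with camera of limma 3.58.1 on log_2_ CPM (prior count 2), with the correlation between genes estimated for each set and with fry as a check, and adjusted together over the 3 comparisons. A set of 19 interferon-stimulated genes, added after the data were in hand but before the values of its genes were seen, was tested alongside and adjusted on its own. Overlaps between comparisons that share the CD4 P/I(lo) libraries were set beside 20 simulations of unchanged groups. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

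The tests were checked on simulated data, with counts drawn at the depth and spread of these libraries and 200 genes changed in each comparison. The changed genes were drawn only from genes above a minimum mean CPM. At the thresholds above, edgeR recovered 78.5% to 86.5% of the changed genes and called 3 to 6 unchanged genes, and DESeq2 recovered 85.5% to 88.0% and called 11 to 22. With no gene changed, edgeR called 0 genes in each of the 3 comparisons, and DESeq2 called 7, 4 and 0. The libraries of an animal were checked for pairing by correlating their deviations from the population means. The 11 pairs of libraries from the same animal had correlations of 0.138 to 0.348 (median 0.259), and 45 pairs from different animals −0.236 to 0.143 (median −0.057). The pairing comes from the sort itself, since the populations were taken from the same animals, and the paper states no animal term for its comparisons.

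The comparisons, thresholds, the first gene lists and the rule for the genes named here were fixed before the data were examined. Lists of abundant NK cell and plasmablast transcripts were added later, before their values were seen. The rule covers every gene that the paper's Results name from the RNA-Seq data, the sorting markers, *CD4* and *CD3E*, 3 genes with the largest changes in Supplemental Table 2 whose tabulated values had been seen, and the 5 genes with the largest increase and the 5 with the largest decrease between CD4 P/I(hi) and CD4 P/I(int) T cells. The alternatives fixed at the same time were DESeq2 size factors in place of TMM, no expression filter, DESeq2's Wald test on all 23249 genes with a count, with Cook's cutoff at its default and independent filtering set to an adjusted p of 0.05, the animal as a block (replicate block), a model of only the populations compared, and leaving out each library in turn. For the separation they were all genes, log_2_ CPM and variance-stabilized values. Further alternatives were chosen later, with the paper's tabulated values in view. These were DESeq2's Wald test with the animal as a term, in all 13 libraries and in only the populations compared, DESeq2's Wald test in only the populations compared, and counts of DEGs without genes named LOC, TRNA or MIR and above several mean counts.

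The blood transcriptome modules, CIBERSORT, T cell receptor clonotypes, serum proteins and flow cytometry were not analysed here. *TGFB1* was taken for the gene that the paper names *TGFB*. Results of some of the genes named by the rule or in Supplemental Table 2 are not reported here.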

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

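Of the tests in this part, those on the CD4 P/I(int) library of 4X0312, on the CD4 P/I(lo) library of 4X0339 and on the depth of the CD4 P/I(hi) library of 4X0339 were chosen only after their results were seen, as was the log_2_ scale on which libraries were compared. A library is listed, for the genes reported here, when its gap to the nearest other library of its population, as a share of the population's range, passed Dixon's 95% critical value. Chance alone would mark about 1 group in 20. Over the named genes, 34 of 354 groups passed where chance would give 17.7, and 20 of 290 where chance would give 14.5 when groups with a mean under 1 CPM were left aside. On the CPM scale 39 of 354 and 24 of 290 groups passed, 9 and 5 of them in the CD4 P/I(lo) library of 4X0339. Many single values below may therefore be chance, and most rest on a few counts. The values below are in CPM, each against the range of the other libraries of its population.

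In the CD4 P/I(int) library of 4X0312, 4 cytotoxic genes were low, namely *GZMB* (7.45 against 120.3 to 149), *PLEK* (1.22 against 9.78 to 14.5), *CTSW* (8.97 against 80.2 to 98.6) and *CCL4* (15.2 against 95.8 to 104). Of the 20 cytotoxic genes that the paper names, 17 had their lowest CD4 P/I(int) value in this library, with a median log_2_ difference of −2.38 from the other libraries of its population. Admixed CD4 P/I(lo) cells would lower the other genes of CD4 P/I(int) T cells as well, but the median of 477 other genes higher in CD4 P/I(int) than in CD4 P/I(lo) T cells was −0.044. Admixed CD4 P/I(hi) cells would bring *CXCL13*, which was at 44.8 CPM in the CD4 P/I(hi) library of this animal. Its 0 counts here allow at most 0.509% of CD4 P/I(hi) transcripts. Both tests argue against a mixed sort of this library. A difference of this animal, or of the week it was sampled, is open and was not tested.

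Effector genes stood out in the CD4 P/I(lo) library of 4X0339, with *PRSS23* (0.54 against 0) and *TNFRSF18* (15.1 against 5.49 to 6.42). Of the 1070 genes higher in CD4 P/I(hi) than in CD4 P/I(lo) T cells, 42.2% were highest in this library among the CD4 P/I(lo) libraries, against 14.5% to 19.8% in the others, and their median log_2_ difference was 0.32. CD4 P/I(hi) cells in this sort would have to make up 0.564% of transcripts to explain its *PDCD1*, and would then bring 11.5 *CXCL13* counts. None was seen, which allows at most 0.148%. Cells of the CD4 P/I(int) kind might explain the pattern, and this stays open, since 4X0339 has no CD4 P/I(int) library to compare. Activated cells in the CD4 P/I(lo) gate of this animal are likewise open and were not tested.

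The CD4 P/I(hi) library of 4X0339 had counts on 15480 genes, against 17085 to 17442 in the other CD4 P/I(hi) libraries. A lower depth would explain this, but its total of 15418364 counts was the second highest of the CD4 P/I(hi) libraries. Among the named genes it was apart in *FHIT* (0.13 against 0.998 to 1.54), *HAVCR2* (0 against 1.61 to 3.62), *CX3CR1* (0 against 0.549 to 1.07) and *KLRB1* (78.9 against 31.2 to 40.2). The number of cells or the diversity of the library was not examined and stays open.

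Among the other CD4 P/I(hi) libraries, that of 4X0526 was apart in *PRDM1* (186 against 100.0 to 115) and *CMKLR1* (0.694 against 0), that of 4X0312 in *IL13* (1.61 against 0), *ZNF853* (0.0767 against 0) and *NTN4* (0.384 against 0), and that of 4X0405 in *WWC2* (0.144 against 0). Among CD4 P/I(int) libraries, that of 4X0405 was apart in *LEF1* (161 against 103 to 111), *CCR2* (0.858 against 4.79 to 5.56), *ATP9A* (3.72 against 0) and *ADAMTSL2* (1.64 against 0), that of 4X0526 in *CD160* (1.3 against 2.22 to 2.43), *COTL1* (371 against 290.3 to 302), *CCL20* (4.93 against 9.3 to 9.66) and *NTN4* (1.02 against 13.5 to 17.5), and that of 4X0395 in *TIGIT* (5.49 against 24.8 to 26.3) and *IL12RB2* (25.8 against 12.9 to 13.8). For CD4 P/I(lo) T cells these were 4X0526 in *P2RX7* (9.37 against 4.17 to 4.6), *ADGRG1* (0 against 0.511 to 0.694) and *IL18RAP* (0.737 against 0), 4X0395 in *CD200* (0 against 2.08 to 2.38) and *CMKLR1* (0.0661 against 0), and 4X0405 in *CXCL13* (0.227 against 0). No technical or biological explanation was tested for these single values.

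The last group are genes that the paper's Results do not name, with the largest differences between CD4 P/I(hi) and CD4 P/I(int) T cells among the 377 higher and 374 lower genes past both thresholds whose libraries do not overlap. By chance, a gene would separate completely in a given direction in 1 of the 126 ways of parting 9 libraries into 5 and 4. *STRA6*, *DRP2* and *PRRG4* had 396, 360 and 344 counts over the CD4 P/I(hi) libraries and none in any other library. They were at least 23.0-fold (edgeR padj = 0.00167), 21.4-fold (edgeR padj = 0.000732) and 20.9-fold (edgeR padj = 0.000271) higher than in CD4 P/I(int) T cells. *KRT19* had 217 counts and *PTGDR* 115 over the CD4 P/I(int) libraries, and neither had any in CD4 P/I(hi) T cells, which were at least 20.4-fold (edgeR padj = 0.00154) and 9.93-fold (edgeR padj = 0.00821) lower, the last at least 4.99-fold without the CD4 P/I(int) library of 4X0395. *ZNF853* had 1 count in CD4 P/I(hi) and 379 in CD4 P/I(int) T cells, a ratio of 516 (counting interval 92.0 to 20420; edgeR padj = 6.29e-06), and *WWC2* had 2 and 190, a ratio of 129 (35.3 to 1075; edgeR padj = 1.78e-05). *NTN4* had 5 and 631 counts (log_2_ fold change −7.16, edgeR padj = 0.00116). Of these 8 genes, *ZNF853* and *WWC2* are in Supplemental Table 2B.

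*NTN4* was also called in CD4 P/I(int) over CD4 P/I(lo) T cells (log_2_ fold change 3.83, edgeR padj = 0.0334), but not without the CD4 P/I(int) libraries of 4X0395 (edgeR padj = 0.081), 4X0405 (0.0712) or 4X0312 (0.0632) or the CD4 P/I(lo) libraries of 4X0395 (0.0801), 4X0526 (0.0965) or 4X0405 (0.0656). Nor was it called by DESeq2 (DESeq2 padj = 0.0816) or with the animal as a block (edgeR padj = 0.0662), and over all its alternatives the adjusted p ranged from 0.0142 to 0.248 by edgeR or DESeq2.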

How the results depend on the processing

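DESeq2's Wald test with the animal as a term, the tests without genes named LOC, TRNA or MIR or above a mean count, and the DESeq2 tests of only the populations compared were chosen only after the results were seen. Separation of the populations stayed past its threshold in every form that was run, from 56.7% with all genes to 78.6% without the CD4 P/I(int) library of 4X0312.

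All 6 counts of DEGs stayed within 1.5 times their values when DESeq2 size factors replaced TMM, when the expression filter was dropped, with the animal as a block (replicate block) and with only the populations compared in the model. The count of genes lower in CD4 P/I(int) than in CD4 P/I(lo) T cells, 152 by edgeR, was 253 by DESeq2's Wald test, and the cause was not tested. Among the later settings it was 374 by DESeq2's Wald test with the animal as a term, 290 by that test in only the populations compared without the term and 303 with it, 311 without genes named LOC, TRNA or MIR and 252 when a mean count over 10 was asked as well. Genes higher in CD4 P/I(int) T cells, 495 by edgeR, were 668 by DESeq2's Wald test and 806 with the animal as its term, and those called in the same direction in both comparisons were 448, 602 and 687. In the test with that term and without genes named LOC, TRNA or MIR, asking for a mean count over 50 lowered the genes lower in CD4 P/I(hi) than in CD4 P/I(lo) T cells from 831 to 468, and those lower than in CD4 P/I(int) T cells from 557 to 311, since fewer genes are left to call. By edgeR these were 740 and 477.

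With each library of the populations compared left out in turn, edgeR gave 970 to 1140 genes higher and 656 to 760 lower in CD4 P/I(hi) than in CD4 P/I(lo) T cells, 365 to 539 and 112 to 177 in CD4 P/I(int) against CD4 P/I(lo) T cells, and 350 to 471 and 369 to 511 in CD4 P/I(hi) against CD4 P/I(int) T cells. With any of the 13 libraries left out, the overlap was 338 to 487 and the separation 73.9% to 78.6%. With libraries of the populations compared left out, S phase genes had mean log_2_ fold changes of 1.75 to 2.05, 0.22 to 0.25 and 1.52 to 1.82 in the same order of comparisons, and G2/M genes of 2.62 to 2.81, 0.73 to 0.90 and 1.75 to 1.95. The G2/M genes in CD4 P/I(int) over CD4 P/I(lo) T cells were past the threshold with all libraries, but not without the CD4 P/I(int) library of 4X0526 (0.78, camera padj = 0.0589) or that of 4X0312 (0.76, camera padj = 0.0543), and camera padj over the alternatives was 0.0208 to 0.0589.

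Blocking by animal changed the side of the threshold of the S phase genes in CD4 P/I(hi) over CD4 P/I(lo) T cells, whose mean stayed at 1.92 (camera padj = 0.0525; 0.00316 to 0.0525 over the alternatives), and it changed no other call on a gene set. Over the 354 comparisons of named genes, of which 218 were called, the block lost 6 calls and gained 16, DESeq2's Wald test lost 2 and gained 7, dropping the filter lost 1 and gained 9, and size factors changed none. In a model of only the populations compared, all 210 called comparisons that had a value were called and 2 were gained. None reversed its direction under any of these, and 196 of the 218 calls were kept with every library of the populations compared left out in turn.

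Depth limits what can be seen of rare transcripts. A library's floor of 3 counts was 0.17 to 0.279 TMM-scaled CPM, and of 23249 genes with a count only 14207 passed the expression filter. On simulated data edgeR recovered 78.5% to 86.5% of genes changed 4-fold or 8-fold. The changed genes were drawn only from genes above a minimum mean CPM, so this rate does not cover rare transcripts.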

Differences from the paper's values

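DESeq2's Wald test with the animal as a term, its forms in only the populations compared and the tests restricted to some genes were chosen only after the paper's values and the results had been seen. The paper's count of genes lower in CD4 P/I(int) than in CD4 P/I(lo) T cells is 249, against 152 here by edgeR. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's without the expression filter (175), by DESeq2's Wald test (253), with the animal as a block (225), with only the populations compared (172), without the CD4 P/I(int) library of 4X0526 (177) and without the CD4 P/I(hi) library of 4X0339 (180). It was not within it with DESeq2 size factors (150) or with any other library left out (112 to 161). Of the settings chosen after seeing the values, a DESeq2 Wald test with the animal as a term gave 374, and 311 without genes named LOC, TRNA or MIR, then 252, 220, 202 and 169 above mean counts of 10, 20, 30 and 50. The setting that gave 252 dropped 0 of the 198 genes of Supplemental Table 2 and 2 of 140 gene statements of the text. Those that gave 220, 202 and 169 dropped 7, 16 and 47 of the genes and 4, 4 and 12 of the statements, and that of 311 dropped 0 and 1. In only the populations compared, the DESeq2 Wald test gave 290 without the animal as a term (9 genes and 4 statements dropped) and 303 with it (5 and 8).

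Of 197 log_2_ fold changes in Supplemental Table 2 that could be compared, 149 were within the error of those here, all 197 had the same sign, and 48 were beyond the error. Those of the genes reported here are given below. Blocking by animal left 12 beyond it, with DESeq2 size factors 48, without the expression filter 53, by DESeq2's Wald test 52, and with only the populations compared 57 of 186. By DESeq2's Wald test with the animal as a term, a setting chosen after seeing the values, 0 of 197 were beyond the error and the median absolute difference was 0.006. That setting drops 0 of the 198 tabulated genes and 1 of 140 gene statements of the text, the increase of *PRF1* in CD4 P/I(int) T cells (DESeq2 padj = 0.0596, 0.00254 to 0.0596 over the alternatives by edgeR or DESeq2), and it gives 1060 genes lower in CD4 P/I(hi) T cells, against 702 in the paper. Without genes named LOC, TRNA or MIR and above a mean count of 10 it gives 1037 higher and 755 lower in CD4 P/I(hi) and 581 and 252 in CD4 P/I(int) T cells, near the paper's counts (702 and 249 lower), but the paper's methods state neither such a filter nor an animal term.

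For CD4 P/I(hi) over CD4 P/I(lo) T cells, the values within the error when the animal was a block, the paper's first and that of edgeR here after it, were *IFNG* 6.88 and 6.10, *ST8SIA1* 6.87 and 5.74, *SYT11* 6.79 and 5.78, *TRIM16* 6.72 and 5.76, *CR1* −7.91 and −6.44, *PFKFB2* −6.14 and −5.07, *OSBPL1A* −5.39 and −4.45, *CALY* −5.39 and −4.19, *FBP1* −5.24 and −4.25, *ABCA1* −5.11 and −4.34, *ZBTB16* −5.10 and −3.79, *PDZD4* −4.84 and −3.49. Those that were not were *CXCL13* 12.20 and 11.13, *NPDC1* 9.93 and 6.80, *TLX2* 9.90 and 7.05, *PRSS23* 9.83 and 8.00, *MKI67* 8.08 and 5.62, *PAQR4* 7.86 and 6.39, *MYO1E* 7.84 and 3.63, *HDGFL3* −9.84 and −7.44, *TMPRSS11E* −8.90 and −7.02. Within the error were also *CXCL13* and *CR1* by DESeq2's Wald test, and none of the others under those alternatives.

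For CD4 P/I(int) over CD4 P/I(lo) T cells, the values within the error when the animal was a block, the paper's first and that of edgeR here after it, were *GZMH* 9.10 and 7.67, *PLEKHA5* 6.66 and 4.43, *EPAS1* 6.59 and 4.99, *IFNG* 6.35 and 5.50, *HHEX* 6.33 and 5.39, *PDCD1* 6.18 and 5.68, *CGA* 5.89 and 3.99, *SPTB* 4.91 and 3.65, *LTK* 4.67 and 3.17, *ST8SIA1* 4.58 and 3.35, *FUT7* 4.58 and 3.52, *ERVH48-1* −7.40 and −5.82, *THNSL1* −6.74 and −4.62, *CR1* −6.74 and −2.38, *PRTFDC1* −6.56 and −4.71, *DNAH6* −5.95 and −3.87, *TLE1* −5.75 and −4.55, *CARMIL1* −5.68 and −3.33, *PDE7B* −5.35 and −3.28, *FHIT* −5.18 and −4.24, *PLAG1* −5.11 and −3.16, *ZNF300* −4.77 and −1.57, *PCSK5* −4.68 and −3.81, *C17H17orf51* −2.77 and −1.87. Those that were not were *IL18RAP* 8.50 and 6.92, *NPDC1* 7.48 and 4.29. Within the error were also *IFNG* and *PDCD1* with only the populations compared, and none of the others under those alternatives.

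Of 125 statements of an increase in the paper's text, 120 were called here by edgeR, and of 15 of a decrease, 14. *IL10* is among the genes the paper reports as increased in CD4 P/I(int) T cells. It had no counts in CD4 P/I(lo) T cells and was not called here (at least 2.26-fold higher, edgeR padj = 0.0639). Nor were *LTK* (3.17, edgeR padj = 0.0676), *PLEK* (2.57, edgeR padj = 0.0844) and *CTSW* (2.28, edgeR padj = 0.0715) in CD4 P/I(int) T cells or *LTK* in CD4 P/I(hi) T cells (1.37, edgeR padj = 0.305). The paper has *PECAM1* decreased in CD4 P/I(hi) T cells, and it was under the fold threshold here (−1.45, edgeR padj = 0.0244).

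Those calls were made under other settings set before the data were examined. They were made without the expression filter for *IL10* (edgeR padj = 0.0418), *LTK* (0.0499) and *CTSW* (0.0433) in CD4 P/I(int) T cells, and by DESeq2's Wald test for *IL10* (DESeq2 padj = 0.0035), *LTK* (0.00871) and *PLEK* (0.0174) there. Blocking by animal called all 6 (edgeR padj = 0.0144 for *IL10*, 0.00376 and 0.02 for *LTK* in CD4 P/I(int) and CD4 P/I(hi) T cells, 0.00654 for *PLEK*, 0.00798 for *CTSW* and 0.00206 for *PECAM1*), while *CCR2* in CD4 P/I(int) T cells was lost (0.0784). A model of only the populations compared called *PLEK* (0.0364 by edgeR) and *CTSW* (0.0485). Leaving out 1 library called *IL10* without the CD4 P/I(hi) library of 4X0526 or the CD4 P/I(int) library of 4X0405, *LTK* in both populations without the CD4 P/I(lo) library of 4X0339 and in CD4 P/I(int) T cells without the CD4 P/I(int) library of 4X0395, *PLEK* and *CTSW* without the CD4 P/I(int) library of 4X0312, *CTSW* without the CD4 P/I(hi) library of 4X0339, and *PECAM1* without the CD4 P/I(hi) library of 4X0405 or the CD4 P/I(lo) library of 4X0339. DESeq2's Wald test with the animal as a term, chosen after seeing the values and dropping 1 of the 140 gene statements, called all 6. So did that test without genes named LOC, TRNA or MIR, and above mean counts of 10, 20 and 30, and above 50 it called *PLEK*, *CTSW* and *PECAM1*. Restricted to the populations compared, it called *PLEK*, *CTSW*, *PECAM1* and *LTK* in both, and without the animal as a term *PLEK* and *CTSW*. Over the alternatives run for all named genes, adjusted p by edgeR or DESeq2 was 0.002 to 0.141 for *IL10*, 2.15e-07 to 0.177 and 0.00108 to 0.499 for *LTK*, 4.52e-05 to 0.211 for *PLEK*, 4.45e-05 to 0.176 for *CTSW* and 1.59e-05 to 0.092 for *PECAM1*.

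The paper describes *CTSW* as not increased in CD4 P/I(hi) T cells, and here it was lower there (log_2_ fold change −2.17, edgeR padj = 0.0321), though not without the CD4 P/I(hi) libraries of 4X0339 (edgeR padj = 0.0545) or 4X0312 (0.0634) or the CD4 P/I(lo) libraries of 4X0526 (0.0565) or 4X0405 (0.132), and over its alternatives the adjusted p was 8.13e-06 to 0.132 by edgeR or DESeq2. DESeq2's Wald test called *IL4* in CD4 P/I(int) T cells, which the paper lists as unchanged, as it does *IL5* and *IL13*. In only the populations compared, that test called *IL4* and *IL5* there, and *IL13* when it had the animal as a term. Of the 50 genes with the largest change in each direction, those shared with Supplemental Table 2 were 22 and 13 for CD4 P/I(hi) and 21 and 26 for CD4 P/I(int) T cells. The paper's principal components hold about 67% and about 15% of the variance in its figure, read by eye, against 60.8% and 15.5% here. The log_2_ fold changes of the table were not compared with each library left out.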

Other observations

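Tests of this part that were chosen only after the result was seen are those on *CD79A* and *CD79B* by *MS4A1*, on mixtures of cells in CD4 P/I(int) T cells, on correlations between libraries of an animal and on genes off in 1 animal, and the choice of *CD8A* over *CD4*, *FCER1G* and *JCHAIN* as deciding values. The libraries were regrouped into other groups of the same sizes to ask whether chance can be excluded. It can for the genes higher and lower in CD4 P/I(hi) than in CD4 P/I(lo) T cells, where 1 of 100 splits drawn from 126, the real one, gave as many, and so did 1 for G2/M genes and 2 for S phase genes. Among CD4 P/I(hi) and CD4 P/I(int) libraries these numbers were 1, 1, 1 and 2 of 100. Between CD4 P/I(int) and CD4 P/I(lo) libraries, 1 of 35 splits gave as many genes higher, lower and as strong a G2/M change, but 14 of 35 gave as strong an S phase change, so that chance is not excluded for it. Compared only with splits that part as many pairs of libraries from 1 animal (11, 12 and 8 splits), the real split alone was as large for all but those S phase genes (4 of 8). With so few splits the share cannot fall below 0.05, so this comparison cannot exclude chance by itself. The other splits differ from the real one in that they mix the populations. The largest counts of any other split were 390 higher and 197 lower, 249 and 89, and 6 and 6.

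Unequal depth might separate the populations, but total counts did not differ between them (exact permutation p = 0.222). The larger number of DEGs in CD4 P/I(hi) T cells might come from 5 libraries against 4. With 1 CD4 P/I(hi) library left out, 1662 to 1809 DEGs were called, still above the 647 of CD4 P/I(int) T cells.

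Cells of another lineage in the CD4 P/I(int) sort might bring cytotoxic transcripts. *CD8A* was 1.34% of *CD4* in CD4 P/I(int) T cells (0.659% to 2.40%), 1.08% in CD4 P/I(lo) (0.298% to 1.47%) and 0.157% in CD4 P/I(hi) T cells, and did not differ between CD4 P/I(int) and CD4 P/I(lo) T cells (exact permutation p = 0.629), while the 20 cytotoxic genes together rose from 137 to 2661 CPM, with a median log_2_ fold change of 5.06. NK cells would bring *FCER1G* and *TYROBP*, and these had log_2_ fold changes of 0.37 and 0.18 in CD4 P/I(int) over CD4 P/I(lo) T cells. *KLRF1* had a log_2_ fold change of 2.32 (edgeR padj = 0.157) and *KLRD1* of 2.79 (edgeR padj = 0.0405), and by *KLRF1* alone the NK cell question would have stayed open. These values argue against CD8+ T cells and NK cells as the source, and leave as a hypothesis that CD4+ T cells of the CD4 P/I(int) gate express these genes.

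B cells in the CD4 P/I(hi) sort could explain Tfh genes shared with B cells, but *MS4A1* had a log_2_ fold change of −0.34 over CD4 P/I(lo) T cells. Still, *CD79A* was at 14.6 CPM and *CD79B* at 21.8 CPM in CD4 P/I(hi) T cells, against 0.732 and 0.901 in CD4 P/I(lo) T cells. *MS4A1* reached at most 3.15 CPM in any CD4 P/I(hi) library and 3.78 in a CD4 P/I(lo) library, which argues against B cells, and *JCHAIN* at most 0.325 CPM in CD4 P/I(hi) and 0.625 in CD4 P/I(lo) T cells, which argues against plasmablasts. *MZB1* and *TNFRSF17* had no counts in any library. *MS4A1* rose in CD4 P/I(int) T cells from 2.22 to 8.00 CPM (log_2_ fold change 1.85, edgeR padj = 0.0497) and *CD79B* to 7.86 CPM (log_2_ fold change 3.12, edgeR padj = 0.000184), while *CD79A* was at 0.118 CPM. *BLK* had no counts in CD4 P/I(lo) T cells and was at 0.743 CPM in CD4 P/I(int) T cells (edgeR padj = 0.0227). No explanation was tested for these.

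Of the marker genes of other cells that were tested, 3 of 4 B cell genes were called by edgeR in CD4 P/I(hi) (*CD79A*, *CD79B* and *BLK*) and 3 of 4 in CD4 P/I(int) T cells (*MS4A1*, *CD79B* and *BLK*) over CD4 P/I(lo) T cells, and 1 of 2 NK cell genes (*KLRD1*) in CD4 P/I(int) T cells, which DESeq2 called in CD4 P/I(hi) T cells as well. By edgeR 0 were called in either population of 1 CD8 gene, 8 monocyte, 3 platelet and 2 erythroid genes, 1 Y chromosome gene, the pair of abundant NK cell genes and 1 plasmablast gene, of which 0 had an unadjusted edgeR p below 0.05 and 0 were called by DESeq2. The genes for gamma-delta T cells and for X inactivation have no row of their name and were not analysed here. The lineage genes of the sort were at 645, 253 and 184 CPM for *CD4* and 667, 399 and 342 CPM for *CD3E* in CD4 P/I(hi), CD4 P/I(int) and CD4 P/I(lo) T cells (in CD4 P/I(hi) over CD4 P/I(lo) T cells, log_2_ fold changes 1.81, edgeR padj = 7.02e-05, and 0.97, edgeR padj = 0.000569).

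CD4 P/I(int) T cells lay between the other populations on the first principal component, and a mixture of CD4 P/I(hi) and CD4 P/I(lo) cells could give that. Against it, 77 genes were past both thresholds higher in CD4 P/I(int) than in both other populations, 63 of them with every CD4 P/I(int) library above all others, and 19 lower. In 15 simulated mixtures of 25%, 50% or 75% CD4 P/I(hi) cells, at most 2 genes were higher and 4 lower.

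A mislabelled library was looked for in several ways. Y chromosome genes had 13 to 61 summed counts in every library of 4 animals and 0 in those of 4X0395. Of the sorting markers *PDCD1* and *ICOS*, 0 overlapped between populations. On average over an animal's libraries, each of 13 libraries correlated most, in its deviations from its population, with those of its own animal. Genes off or on in all libraries of 1 animal were *GSTM1* (0 counts in 4X0405, 122 to 937 elsewhere), LOC466046 (at most 1 in 4X0405, 54 to 188 elsewhere), *TTTY15* (0 in 4X0395, 97 to 374 elsewhere) and LOC100615774 (3773 to 4601 in 4X0395, at most 1 elsewhere). The same rule gave 0 genes in 77 groups of 3 libraries from different animals or mixed animals, and 1 gene in 45 groups of 2. These values argue against a swap between animals and name no gene as a cause.

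An interferon response may be stronger in CD4 P/I(hi) than in CD4 P/I(int) T cells. The 19 interferon-stimulated genes had mean log_2_ fold changes of 1.79 in CD4 P/I(hi) (camera padj = 0.0989) and 1.14 in CD4 P/I(int) (camera padj = 0.0989) over CD4 P/I(lo) T cells, and 0.65 between CD4 P/I(hi) and CD4 P/I(int) T cells (camera padj = 0.265). Without the CD4 P/I(lo) library of 4X0395, camera padj was 0.0312 in both populations over CD4 P/I(lo) T cells. The check by fry gave unadjusted p of 1.9e-05, 0.00147 and 0.0264 in the same order of comparisons. The tests differ, and the question stays open.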
